# Transcriptome Changes in *Hirschfeldia incana* in Response to Lead Exposure

**DOI:** 10.3389/fpls.2015.01231

**Published:** 2016-01-13

**Authors:** Florence Auguy, Mouna Fahr, Patricia Moulin, Mohamed El Mzibri, Abdelaziz Smouni, Abdelkarim Filali-Maltouf, Gilles Béna, Patrick Doumas

**Keywords:** *Hirschfeldia incana*, *Arabidopsis thaliana*, Brassicaceae, functional genomics, lead tolerance, transcriptome

## Abstract

*Hirschfeldia incana*, a pseudometallophyte belonging to the *Brassicaceae* family and widespread in the Mediterranean region, was selected for its ability to grow on soils contaminated by lead (Pb). The global comparison of gene expression using microarrays between a plant susceptible to Pb (*Arabidopsis thaliana*) and a Pb tolerant plant (*H. incana*) enabled the identification of a set of specific genes expressed in response to lead exposure. Three groups of genes were particularly over-represented by the Pb exposure in the biological processes categorized as photosynthesis, cell wall, and metal handling. Each of these gene groups was shown to be directly involved in tolerance or in protection mechanisms to the phytotoxicity associated with Pb. Among these genes, we demonstrated that *MT2b*, a metallothionein gene, was involved in lead accumulation, confirming the important role of metallothioneins in the accumulation and the distribution of Pb in leaves. On the other hand, several genes involved in biosynthesis of ABA were shown to be up-regulated in the roots and shoots of *H. incana* treated with Pb, suggesting that ABA-mediated signaling is a possible mechanism in response to Pb treatment in *H. incana*. This latest finding is an important research direction for future studies.

## Introduction

Heavy metals including Cu, Mn, or Zn, play an essential role in many plant physiological processes but can be toxic if accumulated at high concentrations. Other metals including Cd, As, or Pb, have no biological functions and are extremely toxic even at low concentrations. Lead, a non-essential heavy metal, is widespread in the environment as a result of many human activities including mining and smelting, burning coal, cement manufacture and agricultural practices. It is widely accepted that lead is a serious pollutant, and is toxic not only for plant roots where Pb is taken up, but also when translocated to aboveground part where it can accumulate (Sterckeman et al., 2006). Numerous previous studies have reported a wide range of negative effects following plant exposure to Pb; the visible symptoms of Pb toxicity are rapid inhibition of seed germination, reduced growth and the appearance of chlorosis. In addition, Pb can cause oxidative damage by stimulating the formation of free radicals and reactive oxygen species (ROS), resulting in oxidative stress and DNA damage (Seregin and Ivanov, 2001; Schutzendubel and Polle, 2002). However, some plant species tolerate the presence of Pb and, more interestingly, several species, including *Noccaea caerulescens, Agrostis tennuis*, or *Festuca ovina*, have developed the capacity to accumulate large amounts of lead in their root tissues with limited translocation to the aboveground parts (Vangronsveld et al., 2009). *Hirschfeldia incana*, commonly known as buchanweed, hoary mustard, or Mediterranean mustard, is a medium perennial shrub belonging to the *Brassicaceae* family. It has been identified as a potential hyperaccumulator of various toxic metals including lead (Auguy et al., 2013). Interestingly, *H. incana* was shown to be capable of accumulating more than 3% (dry weight) of lead in its shoots when grown in hydroponic solution containing 100 μM Pb(NO_3_)_2_ without any marked symptoms of toxicity. Such plant species have evolved physiological and molecular mechanisms to enable them to thrive under Pb metal stress. Many studies have already been published on the effects of lead on plants and on their cellular detoxification mechanisms and several molecular players in the Pb homeostatic network have been identified so far. For instance, the tobacco plasma membrane protein NtCBP4 and the *Arabidopsis* gene *CNGC1* have been shown to be components of a transport pathway responsible for Pb entry into plant cells (Sunkar et al., 2000). An *Arabidopsis* P-type ATPase, HMA3, has been reported to improve tolerance by sequestering Pb in vacuoles (Gravot et al., 2004; Morel et al., 2009). It has also been suggested that HMA4, another P-type ATPase, may play a role in Pb efflux in *N. caerulescens* and *H. incana* (Papoyan and Kochian, 2004; Auguy et al., 2013). In *Arabidopsis*, three members of the ABC (ATPase-binding cassette) transporter family AtATM3, AtPDR12, and AtPDR8 contribute to Pb resistance (Lee et al., 2005; Kim et al., 2006, 2007). ACBP1, an acyl-CoA-binding protein, has been reported to be involved in mediating Pb tolerance through accumulation in shoots (Xiao et al., 2008), and *AtMRP3* transcription has been shown to be strongly induced by Pb treatment in *Arabidopsis thaliana* (Zientara et al., 2009). Finally, chelation is an important mechanism controlling heavy metal tolerance involving small molecules such as metallothioneins, phytochelatins and glutathione (Cobbett and Goldsbrough, 2002).

Recent research has focused on identifying the mechanisms that allow organisms to adapt to or alleviate damage caused by metal stress, and in this context, microarray technology is a convenient tool for rapid analysis of plant gene expression patterns under a variety of environmental conditions. The use of cross-species hybridization (CSH), in which the target RNA and microarray probe come from different species, has increased in the last few years. CSH has been used to examine both closely and distantly related species. In the particular case of heavy metals, Becher et al. (2004) hybridized *A. halleri* RNA samples to *A. thaliana* Affymetrix microarrays and analyzed the effect of Zn treatments on gene expression. Similarly, using the same probe-transcript complex, Weber et al. (2006) analyzed the gene profiles after exposure to Cd. In the same line of thought, Hammond et al. (2006) compared Zn gene regulation by hybridizing *N. cearulescens* and *Thlaspi arvense* RNA to *A. thaliana* Affymetrix microarrays. Van de Mortel et al. (2006) examined the performance of CSH in cDNA microarrays of *A. thaliana* with RNA from *N. cearulescens* treated or not with excess Zn. *H. incana*, like *A. thaliana*, belongs to the *Brassicaceae* family. Based on eight cDNA sequences, from 400 to 1100 bp in length, cloned, and sequenced in a previous work, we estimated that *A. thaliana* and *H. incana* shared an average of 89% nucleotide identity within coding regions (Auguy et al., 2013). This level of identity is similar to those obtained between *A. thaliana* and *N. caerulescens* comparison, with on average 88.5% DNA identity in coding regions (Rigola et al., 2006) and 87% DNA identity in the intergenic transcribed spacer regions (Peer et al., 2003). Based on these data, we hypothesized that the use of *Arabidopsis* cDNA microarrays with RNA from *H. incana* should work and would provide information on changes in the transcriptome that occur during plant exposure to Pb. We performed transcriptome analysis of Pb responses in *A. thaliana* and *H. incana* roots and shoots by comparing the responses of a normal plant, *A. thaliana*, and a lead-hyperaccumulating metallophyte, *H. incana* (Auguy et al., 2013). Our aim was to identify any differential responses to Pb that would advance our understanding of metal-tolerance mechanisms. Based on the assumption that the metal responsiveness of putative signal-transduction components points to the functional involvement of the encoded proteins in mediating metal responses, we also hoped to identify candidate genes that could be analyzed further using reverse-genetic approaches.

## Materials and Methods

### Plant Material and RNA Extraction

Four weeks old *H. incana* and *A. thaliana* seedlings were treated in hydroponic cultures with Pb for 3 days, by adding 100 or 40 μM Pb(NO_3_)_2_, respectively, in a fresh BD medium (Broughton and Dilworth, 1971) without phosphate. These two Pb concentrations correspond to approximately 50% of reduction of primary root growth for both species without any visible symptoms (data not shown). In control experiments, BD medium was replaced by fresh BD medium without phosphate.

RNA was extracted separately from the shoots and roots of the control and of the treated *H. incana* and *A. thaliana* seedlings. Total RNA extraction was performed with two different kits depending on the tissue concerned, RNeasy plant mini kit (Qiagen, USA) for roots and SV Total RNA isolation system (Promega, USA) for shoots. A post-treatment with Turbo DNA free (Ambion, USA) removed contaminated DNA. RNA quality was checked and confirmed using Nanodrop 2000 (Thermo Scientific, USA) analysis and non-denaturing gel electrophoresis. Three independent experiments were performed with 8–9 seedlings per treatment and per repetition and used for both microarray analysis and quantitative reverse transcriptase PCR (QRT-PCR) validation.

### Amplification, Labeling, and Hybridization

Imaxio (France), a service provider accredited by Agilent Technologies (USA), performed amplification, labeling, hybridization, data capture, and primary analysis. The Agilent 44K *A. thaliana* microarrays were used for both species. The array, which comprised 43,803 probes, covered the entire *A. thaliana* transcriptome (27 235 cDNA). Two hundred ng of total RNA were used to synthesize cRNA, incorporating the Cy-3 for the control samples and the Cy-5 for the Pb treated samples. After amplification, 825 ng of fragmented cRNA were hybridized to each array at 60°C for 17 h following the manufacturer’s instructions.

### Microarray Data Processing and Analysis

Images were acquired with the Agilent G2505C scanner and treated with the Feature Extraction Agilent software (version 10.7.3). Two normalizations were applied: first, we applied quartile normalization to minimize variance between chips, and second, probe normalization using the median calculated for all the samples. A Gaussian distribution was obtained with the LOG transformation. Only probes for which all replicates for one condition had values higher than the background were retained. Finally, a Student’s *t*-test between treatments was applied with the following parameters: asymptotic *p*-value, *p*-value < 0.05 and Benjamini–Hochberg correction. Microarray data from this article were submitted to the public NCBI Gene Expression Omnibus database (GEO) accession GSE65334 (Edgar et al., 2002). The microarray data is MIAME compliant.

Functional classifications of statistically significant general stress genes were obtained using the web-based Functional Classification SuperViewer (Provart and Zhu, 2003). This classification tool is based on functional information available from the Munich Information Center for Protein Sequences (MIPS) database (Schoof et al., 2004). Class scores were obtained to determine whether certain functional classes were over-represented among statistically significant general stress genes (Provart and Zhu, 2003). Class score means and standard errors were computed on the basis of 100 bootstrap samples of the input gene list, as described in Provart and Zhu (2003). It should be noted that with SuperViewer, genes can belong to more than one classification. Genevestigator software^1^ was used to compare the expression profiles of selected genes with other expression profiles provided in the database.

### QRT-PCR Validation

To validate the microarray results, the expression profile of a subset of differentially regulated genes was checked by qRT-PCR in *H. incana* and *A. thaliana*. Total RNA was extracted in both species in the same way as described for the microarray. Primer sets were designed with Primer 3 software^2^ (**Additional File 1** in Supplementary Material) from conserved gene sequences obtained from the *Arabidopsis* Information Resource database (TAIR^3^). QRT-PCR uses the method already described by Auguy et al. (2013). Dissociation (melting) curves for all the genes were checked for the presence of primer dimers or spurious and not specific products. The correlation coefficients between qRT-PCR and microarray values were calculated.

### Identification of *Arabidopsis mt2b* T-DNA Insertion Mutants

Multiple alignments of nucleotide sequences revealed high sequence identity between *HiMT2b* and A*tMT2b*. In addition, phylogenic trees placed *HiMT2b* as a putative ortholog of *AtMT2b* (unpublished data). Consequently, *Arabidopsis* homozygote plants of T-DNA insertion lines Salk_144899 and Salk_037601 for the gene At5g02380 (*AtMT2b*) were identified by PCR using three different primers. In both T-DNA insertion lines, T-DNA specific primer (LBb1, 5′-GCGTGGACCGCTTGCTCAACT-3′) and two *AtMT2b* specific primers (AtMT2b-F, 5′-GATCCACAACCACAGCTTCC-3′ and AtMT2b-R, 5′-GGACAAAGATCGTTGACAGC-3′) were used. The genotype of the F3 individuals was checked by PCR using gene-specific primers and T-DNA primers. Individual homozygous mutants were backcrossed twice with *Arabidopsis* wild-type Col-0. Root growth and Pb content analysis were performed on *mt2b* mutants and Col-0 wild-type after 13 days culture on media with or without 40 μM Pb(NO_3_)_2_ as previously described (Auguy et al., 2013).

### Lead Quantification

Roots and shoots of both *H. incana* and *A. thaliana* seedlings treated or not with Pb were washed at 4°C twice with 0.2 mM CaSO_4_ and rinsed with cold distilled water. Samples were dried at 72°C for at least 7 days. The dried tissues were subjected to acid hydrolysis and the concentration of lead in the samples was determined by inductively coupled plasma-atomic emission (ICP AES Ultima 2JY, USA) according to the methods previously described (Temminghoff and Houba, 2004; Margui et al., 2007).

## Results and Discussion

### Differences in Pb Content Between *H. incana* and *A. thaliana*

Optimal Pb concentrations for *H. incana* and *A. thaliana* were chosen based on the results we obtained in a previous experiment (Auguy et al., 2013). Pb content was measured in the roots and shoots of *H. incana* and *A. thaliana* cultivated in hydroponic conditions 3 days after treatment with, respectively, 100 and 40 μM Pb (NO_3_)_2_ (**Table 1**). The amount of Pb in roots was of the same order of magnitude in both the two species and showed very high accumulation [65.5 and 82.9 mg Pb/g DW (dry weight), respectively, in *H. incana* and *A. thaliana*]. In contrast, a marked difference in Pb content was measured in the shoots of the two species: 0.346 mg Pb/g DW in *H. incana* and 0.006 mg Pb/g DW in *A. thaliana*. As previously reported [5], Pb transfer from roots to shoots was observed in *H. incana* but not in *A. thaliana* in which almost all Pb only accumulated in the roots. This result confirms that *A. thaliana* has developed a metal exclusion strategy to cope with metal toxicity in the soil by limiting the amount of Pb translocated from the roots to the shoots (Baker, 1981). In contrast, *H. incana* was previously described to tolerate and accumulate Cu, Zn, Tl, and Pb (Poschenrieder et al., 2001; Gisbert et al., 2006; Madejon et al., 2007; Auguy et al., 2013), and indeed, in our experiment, *Hirschfeldia* plants accumulated significantly higher amounts of Pb in aboveground shoots than *A. thaliana* (**Table 1**). This significant difference between the two species confirmed the rightness of our choice of comparing their transcriptome in response to Pb treatment. The response of the non-tolerant and non-accumulating species *A. thaliana* to Pb was considered to be the standard plant response to Pb and was used as a filter to keep only the specific response to Pb in the tolerant Pb accumulating plant *H. incana*.

**Table 1:** Pb content in *Hirschfeldia incana* and *Arabidopsis thaliana* roots and shoots.

	Roots	Shoots
*H. incana*	65.5 ± 6.2	0.346 ± 0.034
*A. thaliana*	82.9 ± 38.6	0.006 ± 0.005

*Pb content was measured 3 days after treatment with 100 and 40 μM de Pb(NO_*3*_)_*2*_, respectively. Data are expressed in Pb mg.g^-*1*^ DW and are the average (±SE) of three independent measurements each made on 5–7 plants.*

### Overview of the Transcriptome Response to Pb Treatment

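Gene expression was measured on 6 two-colour Agilent 44K *Arabidopsis* arrays, 3 with RNA from *H. incana* roots and 3 with RNA from *H. incana* shoots. The seedlings were 4 weeks old and had been grown for 3 days in hydroponic medium with or without 100 µM Pb(NO_3_)_2_. On each array, RNA from untreated plants carried Cy3 and RNA from Pb-treated plants carried Cy5. The dyes were not exchanged on any array, so the dye and the treatment were not separated by the design. The authors deposited the scanner output of each array, in which Feature Extraction had subtracted the background from the intensities, removed spatial trends and normalized the dyes within the array by LOWESS. From these intensities, the log2 value of each channel was set relative to its own 75th percentile over the non-control probes, and the log2 ratio of a probe was its Pb value minus its untreated value. Each array held 45220 spots, of which 1417 were controls and were left out. Between 18 and 46 further spots per array were marked as outliers by the scanner software and were treated as missing, and the spots of a probe were averaged. Between 11423 and 14285 non-control spots per array were well above background in the untreated channel, and between 12029 and 15722 in the Pb channel. A probe was tested in a tissue when it was well above background on all 3 arrays, either in the untreated or in the Pb channel. This left 13295 probes in roots and 11849 in shoots. Across these probes, the log2 ratios of any pair of arrays of the same tissue had a Pearson's r between 0.791 and 0.845, where probes are not independent replicates. The log2 ratios were tested against 0 in each tissue with limma and Benjamini-Hochberg adjustment, at an adjusted p under 0.1. Probes were designed for *A. thaliana*, so a low signal can reflect either a low transcript level or a divergent *H. incana* sequence, while the ratio of both channels compares the same probe. The number of arrays limits the precision of every value.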

In order to understand the molecular events underlying the response of *H. incana* to Pb exposure, we measured gene expression in the shoots and roots of *H. incana* plants treated or not with 100 μM of Pb(NO_3_)_2_ for 3 days, using the Agilent 44k *Arabidopsis* array. In parallel, to evaluate differential genes expressed in a Pb tolerant plant versus a non-tolerant plant, we investigated the transcriptome response of *A. thaliana* treated or not with 40 μM of Pb(NO_3_)_2_ for 3 days also using the Agilent 44k *Arabidopsis* array.

In this study, the number of Pb-regulated genes was 2,108 for *H. incana* and 14,800 for *A. thaliana*, with a false detection rate (FDR) < 0.1. **Additional Files 2**–**5** in Supplementary Material list the 20 most Pb-regulated genes in the roots and shoots of *H. incana* and *A. thaliana*. 

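In roots, 5757 of the 13295 tested probes passed the threshold in limma, 3087 with a higher and 2670 with a lower signal in Pb-treated plants. Of these, 1182 had a fold change over 2 and 1184 a fold change under 0.5. In shoots, 6624 of the 11849 tested probes passed it, 3288 higher and 3336 lower, with 1067 over 2 and 1090 under 0.5. Counted as genes with at least 1 such probe, this gave 5084 genes in roots and 5732 in shoots. The counts moved most when the Pb and the untreated values of a probe were compared without pairing them by array. This used the Student's t-test named in the methods, which do not state whether it was paired. It left 3098 probes in roots and 2012 in shoots, and 1833 and 879 at an adjusted p under 0.05, a combination chosen after the data were seen. Leaving out an array lowered the count in roots to 3770 without roots replicate 2 and to 3714 without roots replicate 3. In shoots, the lowest count was 4578, without shoots replicate 3. With the replicate number as a block in a single fit of all 6 arrays, 7827 probes passed in roots and 7984 in shoots. This block takes variation between replicates that the tissues share out of the error, so both counts can be too high.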

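The counts of both tissues summed to 12381 probes past the threshold. Roots held 46.5% of them (95% Wilson interval 45.6% to 47.4%, for counting error only) and shoots 53.5%. Roots held the larger share when Pb and untreated values were compared without pairing by array, 60.6% with the methods' test and 58.9% with limma. They also held it without shoots replicate 2 (54.3%) and without shoots replicate 3 (55.7%). These settings leave fewer shoot than root arrays, which lowers the power in shoots. Without a root array, the share in roots was between 35.9% and 42.2%. A probe past the threshold in a single tissue does not by itself respond differently in the other, so the tissues were also compared probe by probe. In all, 10787 probes were tested in both tissues and 3001 of them were past the threshold in both. The direction was shared by 2388 of these (79.6%), 1429 of them higher and 959 lower with Pb in both tissues. A further 388 were higher in roots and lower in shoots, and 225 were lower in roots and higher in shoots. The log2 ratios of both tissues had a Pearson's r of 0.448 across these probes, which are not independent replicates. The difference between the tissues was tested directly with limma. Of 10792 probes, 3798 had a different log2 ratio in roots and shoots, with the higher value in roots for 2124 and in shoots for 1674. With the replicate number as a block, 5676 probes differed. On the separate channels, 1363 did.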

A total of 68.5% of Pb-regulated genes were distributed in the roots and 31.5% in the shoots of *H. incana*, and 93.5% in the roots and 6.5% in the shoots of *A. thaliana* (**Table 2**). The ratio of up- and down-regulated genes in each type of tissue was approximately the same and reached 50%. 

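Among the probes past the threshold, those with a higher signal in Pb-treated plants made up 53.6% in roots (95% Wilson interval 52.3% to 54.9%) and 49.6% in shoots (48.4% to 50.8%). These intervals cover counting error only and treat probes as independent, although several probes can report the same gene. The normalization of the dyes and channels within an array centres the log2 ratios near 0, with medians of 0.039 in roots and 0.014 in shoots. Nearly equal shares of higher and lower probes are therefore partly set by the processing, and the balance on an absolute scale is not known. The share in roots moved most with normexp background correction and loess normalization, to 57.0%. In shoots this processing gave 53.2%, while leaving out shoots replicate 3 gave 46.5%.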

The marked difference between the number of Pb-regulated genes in *H. incana* and *A. thaliana* could be due to the CHS technique used. Even if *H. incana* and *A. thaliana* are closely related species, it cannot be excluded that some *H. incana* sequences diverged too much from *A. thaliana* sequences and consequently prevented hybridization on the *A. thaliana* arrays. On the other hand, the small number of Pb-regulated genes detected in *Arabidopsis* shoots could be related to the weak concentration of Pb measured in this tissue after 3 days of treatment with 40 μM of Pb(NO_3_)_2_ (**Table 1**).

**Table 2:** Number of regulated genes in roots and shoots of *A. thaliana* and *H. incana* treated with Pb relative to untreated plants.

	Roots		Shoots	
		
	Up-regulated	Down-regulated	Up-regulated	Down-regulated
*H. incana*	795	648	369	296
*A. thaliana*	6737	7095	407	561

To validate our microarray results, we performed qRT-PCR to determine the levels of expression of 33 *H. incana* and 6 *A. thaliana* genes randomly selected from the list of genes differentially expressed after Pb treatments. In *H. incana*, the qRT-PCR gene expression results are highly correlated with the microarray gene expression data (**Figure 1**). The coefficient of determination (*r*_2_) between microarray and qRT-PCR data was 0.92, indicating good consistency between the two methods. 

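Of the 33 pairs of a gene and a tissue in Additional File 6, 32 could be set against the arrays. The remaining pair, *ATPDIL1-2* (AT1G77510) in shoots, was not well above background in either channel on any array. Across the 32 pairs, log10 of the fold change on the arrays and log10 of the paper's qRT-PCR fold change had a squared Pearson's r of 0.899, with r = 0.948 and Spearman's rho = 0.832. Each had a two-sided permutation p of 1e-05, the smallest that 100000 permutations can give. The pairs are genes measured on the same samples and are not independent replicates. Without the 2 pairs farthest from the median fold change on the arrays, the squared r was 0.854. In roots it was 0.910 over 19 pairs, and in shoots 0.912 over 13 pairs. The paper's published array fold changes of the same pairs gave 0.914. The processing that moved the value most was normexp with loess, to 0.888. From its coefficient, the paper concludes that the array and the qRT-PCR measurements were consistent.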

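The fold change on the arrays had the direction of the paper's qRT-PCR value in all 32 comparable pairs of a gene and a tissue, and all 32 passed the threshold in limma. The paper drew these genes from those it found regulated on the same arrays, so passing the threshold is not independent evidence. AT5G59330 rose 70.4-fold in shoots, with both channels well above background on all 3 arrays. *PDF1.2b* (AT2G26020) in roots and AT5G45690 in shoots had fold changes of 86.6 and 81.1, but their untreated signal was well above background on 2 of 3 arrays only, so the size of these rises is uncertain. The lowest fold changes were those of AT5G38960 (0.0156) and *HAK5* (AT4G13420, 0.0453 ± 0.0673, SD over 3 arrays) in roots and of AT3G50560 (0.121) in shoots. In roots, the log2 ratio of *HAK5* was -5.29 without roots replicate 1 and -3.72 without roots replicate 3. The lowest rise was that of *MT2B* (AT5G02380) in roots, 1.86-fold.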

The genes we tested varied in the same way in the microarray and the qRT-PCR results (**Additional File 6** in Supplementary Material). This clearly validates the transcriptomic results obtained in *H. incana* with Agilent microarray. In *A. thaliana*, in a similar way but with fewer genes, qRT-PCR data were similar to those obtained with the microarray (**Additional File 7** in Supplementary Material), thus validating the *A. thaliana* results obtained with the same microarray.

**FIGURE 1:**
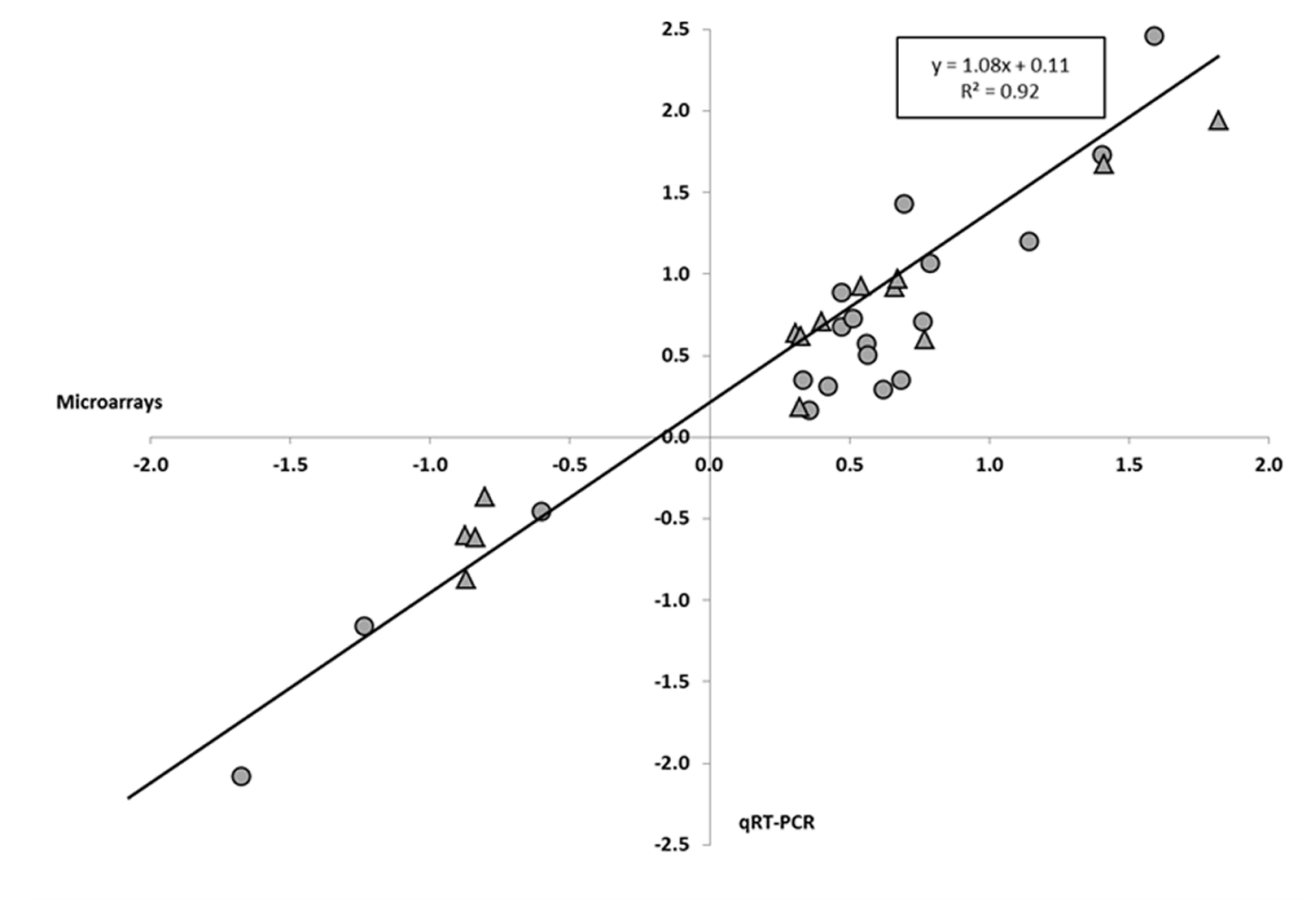
**Pearson’s correlation between gene expression levels determined by quantitative reverse transcriptase PCR (qRT-PCR) and microarrays for *Hirschfeldia incana*.** The diagram represents the correlation between gene expression obtained with the microarray and qRT-PCR for *H. incana* plantlets treated with 100 μM Pb(NO_3_)_2_ for 3 days. Values are Log10 of the fold change (FC) obtained for the same genes with the microarray (*x* axis) and qRT-PCR (*y* axis). FC values for roots (circles) and shoots (triangles) are reported in **Additional File 6** in Supplementary Material.

### Genes Specifically Regulated by Pb Treatment in *H. incana*

In order to highlight genes that were specifically regulated by Pb exposure in *H. incana*, we compared its transcriptome with the transcriptome of the Pb-sensitive plant *A. thaliana*. We focused particularly on genes that were specifically Pb-regulated in *H. incana* roots and shoots, (Pb-specific genes), and genes that were regulated in both species (Pb-common genes). These comparisons are illustrated by Venn diagrams (**Figure 2**). The number of Pb-specific genes was higher in shoots than in roots, with 602 and 341 genes, respectively, suggesting a stronger acclimation response by the shoots. Conversely, the number of Pb-common genes was much higher in the roots, with 1,102 Pb-regulated genes in comparison to only 63 genes in the shoots (**Figure 2**). The distribution of up- and down-regulated genes was similar in shoots and roots (55% up-regulated genes). In the Pb-common gene group, we distinguished four categories: genes up-regulated in both roots and shoots, genes down-regulated in both roots and shoots, genes up-regulated in shoots and down-regulated in roots, and genes up-regulated in roots and down-regulated in shoots. The distribution of genes in these four categories was similar in the roots and shoots (**Figure 2**).

**FIGURE 2:**
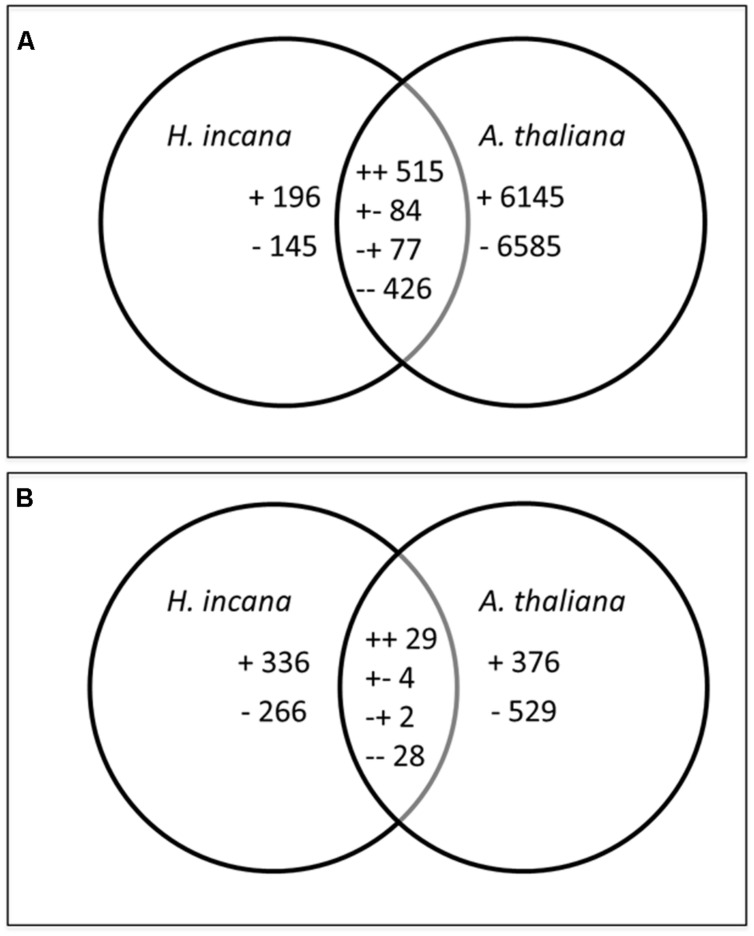
**Venn diagrams representing the distribution of regulated genes between *H. incana* and *Arabidopsis thaliana* in roots **(A)** and shoots **(B)** after Pb exposure.** +, up-regulated; -, down-regulated; ++, up-regulated in both species, --, down-regulated in both species, +-, up-regulated in *H. incana* and down-regulated in *A. thaliana* and -+, down-regulated in *H. incana* and up-regulated in *A. thaliana*.

In the Pb-specific gene group, only regulated genes with a twofold change (FC) in gene expression were retained. They represented 121genes in roots and 331 in shoots (**Table 3**). For the Pb-common gene category, we introduced another selection step involving a comparison between *H. incana* and *A. thaliana*: only genes differentially expressed in *H. incana* with a FC *H. incana*/FC *A. thaliana* > 2.0 or < 0.5 were retained. This category represented 315 genes in roots and 28 in shoots (**Table 3**). Within this differentially expressed gene category, in the same way as Pb-specific genes, only regulated genes (those with a FC > 2.0 or FC < 0.5) were selected. After this second step, the Pb-common gene list included 227 genes in roots and 26 in shoots (**Table 3**). Finally, including specific and common genes, the selected gene lists comprised 348 genes in roots and 356 genes for roots and in shoots (**Table 3**, **Additional Files 8** and **9** in Supplementary Material). Among these, only 42 genes were regulated both in roots and shoots (in bold in **Additional Files 8** and **9** in Supplementary Material). 

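The step that compares both species was not repeated, since *A. thaliana* arrays were not analysed here, but the *H. incana* values of the listed genes were. Of the 348 genes of Additional File 8, 326 had an identifiable probe and 324 were tested in roots. All 324 changed in the published direction and 321 passed the threshold over all probes tested in limma, with the same number adjusted over the list alone. Of the 356 genes of Additional File 9, 338 had such a probe and 331 were tested in shoots. The published direction was found for 329, and 326 passed the threshold, 325 of them in that direction. Again 326 passed when adjusted over the list alone. The counts adjusted over the list alone are not independent evidence, because the study chose the lists on these samples. Across the genes, the published and the recomputed log2 fold changes had a Pearson's r of 0.979 in roots and 0.972 in shoots. Genes are not independent replicates. Of the alternatives, normexp with loess moved these coefficients most, to 0.990 and 0.985.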

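Additional Files 8 and 9 share 44 gene identifiers, of which 42 were tested in both tissues and 41 passed the threshold of limma in both. For 40 of these 41 genes the direction was the same in both tissues, 33 with a higher and 7 with a lower signal in Pb-treated plants. The remaining gene had opposite directions. All 41 had a fold change over 2 or under 0.5 in both tissues.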

As mentioned in the introduction, several genes were already known to be involved in plant tolerant response to Pb exposure including *ACBP1*, *AtATM3*, *NtCBP4*, *CNGC1*, *HMA3*, *HMA4*, *AtMRP3*, *AtPDR8*, and *AtPDR12*. Contrary to the data in the literature, no hybridization signal was measurable for *ACPB1*, *MRP3*, *PRD8*, and *PRD12* and a FC less than 2 or 0.5 was measurable for *ATM3, CBP4, CNGC1*, *HMA3*, and *HMA4*. This particular focus on these Pb-specific genes illustrates the limits of the DNA CSH technique.

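Of the 9 genes, 6 were found by their symbol in the annotation of the array, namely *ACBP1*, *CNGC1*, *HMA3*, *HMA4*, *ATMRP3* and *PDR12*. *ATM3*, *CBP4* and *PDR8* were not found under these symbols. *HMA3* was well above background on 3 of 3 arrays in both channels and tissues. Its fold change was 0.251 in roots (adjusted p = 0.00697 from limma), lower on all 3 arrays, and its log2 ratio was 0.67 in shoots (standard error 0.22, adjusted p = 0.065). The difference between the tissues had an adjusted p of 0.0034. In shoots its call was lost when any array was left out, with log2 ratios between 0.37 and 0.83. *ATMRP3* was well above background in roots on 2 of 3 arrays in the untreated and on 3 of 3 in the Pb channel, with a log2 ratio of 1.41 (standard error 0.35, adjusted p = 0.042). Over the alternatives its adjusted p ranged from 0.013 to 0.247, and its log2 ratio from 0.37, with normexp and loess, to 1.66. In shoots its log2 ratio was -0.09 (adjusted p = 0.577), and the adjusted p of the difference was 0.0406. *HMA4* was higher with Pb, with log2 ratios of 0.65 in roots (adjusted p = 0.0286) and 0.45 in shoots (adjusted p = 0.063). In roots the call was lost without replicate 1 (0.59), without replicate 2 (0.58), with the methods' test (adjusted p = 0.427) and with limma on the separate channels (adjusted p = 0.309). In shoots it was lost with both of these and when any array was left out (0.29 to 0.54). *CNGC1* had log2 ratios of -0.76 in roots (adjusted p = 0.0703) and -0.33 in shoots (adjusted p = 0.134). The adjusted p of their difference was 0.337, and 0.0645 with the replicate number as a block. In roots the call was lost without replicate 2 (-0.55) and without replicate 3 (-0.67), and in shoots it was reached without replicate 1 (-0.49). The root calls of *CNGC1* and *ATMRP3* and the shoot calls of *HMA3* and *ACBP1* were also lost with the methods' test, with limma on the separate channels and without the filter on dim probes. For *CNGC1* in roots the adjusted p ranged from 0.0238 to 0.256 over the alternatives. *ACBP1* was not tested in roots, where it was well above background on 1 of 3 untreated and 2 of 3 Pb arrays. In shoots it had a log2 ratio of 0.38 (standard error 0.12, adjusted p = 0.0653), but 0.02 with normexp and loess, and the call was lost when any array was left out, with ratios of 0.27 to 0.44. *PDR12* was not well above background in the untreated channel and was so on 2 of 3 Pb arrays in each tissue. It was at least 1.19-fold higher with Pb in roots and at least 1.20-fold higher in shoots, per channel and open to dye bias without balanced swaps of the dyes.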

**Table 3:** Selection steps applied to highlight *H. incana* candidate genes regulated in response to Pb exposure in roots and shoots.

Category	Treatment	Roots		Shoots	
Specific genes	Total	341		601	
	FC > 2.0 or FC < 0.5	62 Up-reg	59 Down-reg	192 Up-reg	138 Down-reg
Common genes	Total	1102		63	
	FC Hi/FC At > 2.0 or < 0.5	315		28	
	FC > 2.0 or FC < 0.5	125 Up-reg	102 Down-reg	18 Up-reg	8 Down-reg
Candidate genes		187 Up-reg	161 Down-reg	210 Up-reg	146 Down-reg

**H. incana* specific genes were directly chosen on the basis of their fold change (FC) ratio (FC > 2.0 or FC < 0.5). *H. incana* common genes were first selected on the basis of their FC related to those from *A. thaliana* (FC Hi/FC At > 2.0 or < 0.5) and then FC on the basis of the FC ratio (FC > 2.0 or FC < 0.5). (Fold Change, FC; Hi, *H. incana*; At, *A. thaliana*; down-reg, down-regulated genes; up-reg, up-regulated genes).*

### Functional Classification of Pb-Responsive Genes

To evaluate the functional significance of the differentially expressed genes in response to Pb exposure in *H. incana*, the biological processes with over-represented regulated genes were identified in our analysis using Classification SuperViewer tools (Provart and Zhu, 2003) available at the Bio-Array Resource for Plant Functional Genomics (BAR) website with MapMan classification source. Several biological processes, categorized as photosynthesis, cell wall, and metal handling, were particularly enriched by Pb exposure in both roots and shoots (**Figure 3**).

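The MapMan classes were not used here. Genes were instead put into a photosynthesis, a cell wall and a metal handling class by words of the array's gene descriptions. The regulated genes were those past the threshold of limma with a fold change over 2 or under 0.5, without the comparison with *A. thaliana*. The reference set was the genes tested in the same tissue. In roots, 47 of the 931 up-regulated genes belonged to the photosynthesis class, against 86 of the 10712 tested genes. The normed frequency was 6.29 (one-sided Fisher's exact test, p = 7.85e-28, 5.49e-27 after Benjamini-Hochberg adjustment over the 7 class results). In shoots, 13 of the 783 down-regulated genes belonged to it, against 89 of the 9482 tested genes. The normed frequency was 1.77 (Fisher's exact test, p = 0.0303, adjusted p = 0.0353). The frequency in roots moved most without the filter on dim probes, to 10.9. That in shoots moved most with normexp and loess, to 4.63. Its p was 0.0542 without shoots replicate 2, with a frequency of 1.67, and 0.334 with limma on the separate channels, with 1.24. Fisher's test treats genes as independent, which co-regulated members of a class are not. The words of each class include terms that describe genes of Tables 4 and 5. Those genes were selected on these samples, so the enrichment of the classes is not independent evidence.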

**FIGURE 3:**
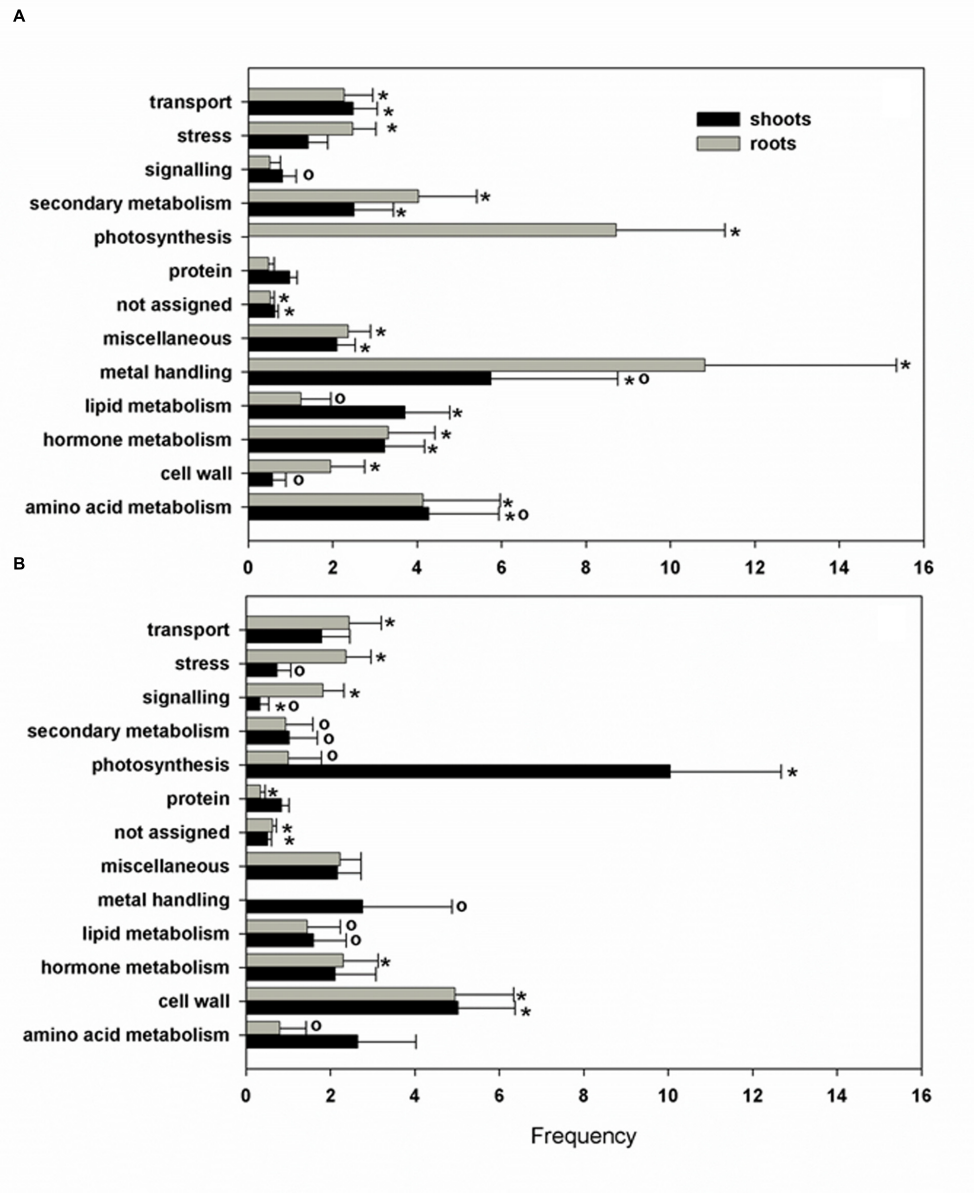
**Biological process classification of Pb responsive selected transcripts.** The gene ontology was obtained using the Classification SuperViewer software with MapMan classification source for selected up- **(A)** and down-regulated **(B)** genes. Normed frequency was calculated as follows: (Number in class input set/Number in classified input set)/(Number in class reference set/Number in classified reference set). ^∗^Significant class (*p* > 0.05), o, size less than 5 genes.

Photosynthesis is considered to be one of the most sensitive metabolic processes to Pb toxicity (Singh et al., 1997). Lead toxicity has multifunctional adverse effects on photosynthetic CO_2_ fixation and reduces the level of photosynthetic pigments, alters chloroplast ultra-structure and reduces the enzymatic activity of CO_2_ assimilation (Parys et al., 1998; Islam et al., 2008; Belatik et al., 2013). 

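Among genes of photosystem II, AT3G56650 had a log2 ratio of -2.08 in shoots (standard error 0.11, adjusted p = 0.00196 from limma), *PPL1* (AT3G55330) one of -1.27 (standard error 0.11, adjusted p = 0.00301) and AT1G14150 one of -0.86 (standard error 0.16, adjusted p = 0.0149). Each was lower in Pb-treated shoots on 3 of 3 arrays. *LHCB2.2* (AT2G05070) had a log2 ratio of -0.48 (standard error 0.16, adjusted p = 0.0668) on its brightest probe, while another probe of this gene past the threshold fell by 2.22 on the log2 scale. On the brightest probe the adjusted p ranged from 0.0206 to 0.255 over the alternatives, and it was 0.255 without shoots replicate 3, with a log2 ratio of -0.32. Without shoots replicate 2 the log2 ratio was -0.49 and the call was also lost. The brightest probe of *PSBW* (AT2G30570) had a log2 ratio of -0.01 (standard error 0.10, adjusted p = 0.968). The other probes of this gene that passed the threshold had log2 ratios from -1.26 to -0.47. With the median over the probes of the gene, the log2 ratio was -0.52.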

In the present study, several genes directly involved in photosystem II encoding, respectively, a light-harvesting chlorophyll-a/b (Lhc) protein (At2g05070), a Mog1/PsbP/DUF1795-like protein (At3g56650), a subunit of the NAD(P)H dehydrogenase complex (At1g14150), a PsbP-like protein 1 (At3g55330) and a photosystem II reaction center subunit W (At2g30570) were all down-regulated in shoots (**Table 4**). Three genes involved in the Calvin cycle (At3g12780, At1g56190, and At1g73110) encoding phosphoglycerate kinase proteins were also down-regulated. 

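In shoots, the log2 ratio was -0.85 for the phosphoglycerate kinase gene *PGK1* (AT3G12780, standard error 0.12, adjusted p = 0.00794 from limma), -1.29 for AT1G56190 (standard error 0.12, adjusted p = 0.00349) and -2.32 for AT1G73110 (standard error 0.15, adjusted p = 0.00223). All 3 arrays had a lower signal in Pb-treated shoots for each gene. In roots, *PGK1* and AT1G56190 had log2 ratios of 0.33 (adjusted p = 0.161) and 0.25 (adjusted p = 0.172). Between the tissues, the difference had an adjusted p of 0.0055 for *PGK1* and of 0.0011 for AT1G56190. AT1G73110 was not tested in roots, where it was well above background on 1 of 3 untreated arrays. Of the 9 photosynthesis genes of Table 4, all had a log2 ratio under 0 in shoots, 8 passed the threshold and 5 of them had a fold change under 0.5. The study chose these genes on these samples, so the counts are not independent evidence.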

Pb may play a role similar to that of Mg, which at high concentrations non-competitively inhibits phosphoglycerate kinase activity (Larsson-Raźnikiewicz, 1967). Interestingly, increased expression of photosynthetic genes was observed in roots, with the exception of At1g10960 encoding a ferredoxin 1 for which the gene expression was down regulated by 0.4 (**Table 5**). 

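Of the 11 photosynthesis genes of Table 5, all changed in roots in the published direction and all passed the threshold of limma, with fold changes from 0.416 to 9.76. They too were selected on these samples and are not independent evidence. The lowest value was that of *ATFD1* (AT1G10960), with a log2 ratio of -1.27 in roots (standard error 0.13, adjusted p = 0.005), lower on all 3 arrays. It was -1.23 in shoots, and the adjusted p of the difference was 0.927. *PSBW* (AT2G30570) rose in roots, with a log2 ratio of 2.29 (standard error 0.12, adjusted p = 0.00162), and the difference from shoots had an adjusted p of 0.000336. For AT1G51400 it was 2.45 (standard error 0.30, adjusted p = 0.007). Over the whole class defined by descriptions, 57 of 86 genes tested in roots were past the threshold and higher with Pb, and 11 were lower, with a median log2 ratio of 1.31. In shoots, 17 of 89 genes were higher and 42 lower, with a median of -0.24.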

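The members of the Lhc family *CAB3* (AT1G29910), *CAB1* (AT1G29930), *LHB1B2* (AT2G34420), *LHB1B1* (AT2G34430), *LHCA4* (AT3G47470), *LHCA1* (AT3G54890), AT5G28450 and *LHCB3* (AT5G54270) all had a higher signal in Pb-treated roots on 3 of 3 arrays. Their log2 ratios in roots lay between 2.54 for AT5G28450 (standard error 0.12, adjusted p = 0.00154 from limma) and 3.29 for *LHCB3* (standard error 0.29, adjusted p = 0.00319). For *LHCA4*, with a log2 ratio of 2.58, another of the gene's probes passed the threshold with the opposite sign, at -0.82. In shoots, the log2 ratios were between -0.81 for *CAB1* (standard error 0.15, adjusted p = 0.0158) and 0.73 for AT5G28450 (standard error 0.10, adjusted p = 0.00806). *LHCA4* (adjusted p = 0.688), *LHCA1* (adjusted p = 0.431) and *LHCB3* (adjusted p = 0.581) did not pass the threshold there, although *LHCA4* did with normexp and loess, with a log2 ratio of -0.35, and *LHCB3* with the median over its probes, with -0.39. A shoot array had no value for *LHCA4*, so its result in shoots rests on fewer than 3 arrays. *CAB3*, *LHB1B2* and *LHB1B1*, with log2 ratios of -0.58, -0.53 and -0.47 in shoots, no longer passed it without shoots replicate 2 (-0.48, -0.31 and -0.41) or without shoots replicate 3 (-0.53, -0.57 and -0.40). The shoot calls of these 3 genes and those of *CAB1* and AT5G28450 were lost when Pb and untreated values were compared without pairing by array. The difference between roots and shoots was itself past the threshold for each of the 8 genes. It was least for AT5G28450, 1.81 on the log2 scale with an adjusted p of 0.000552, and largest for *CAB1*, 3.78 with an adjusted p of 0.000711. The probes of this family can share sequence, so the genes are not separate measurements of the response.

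**Figure D1:**
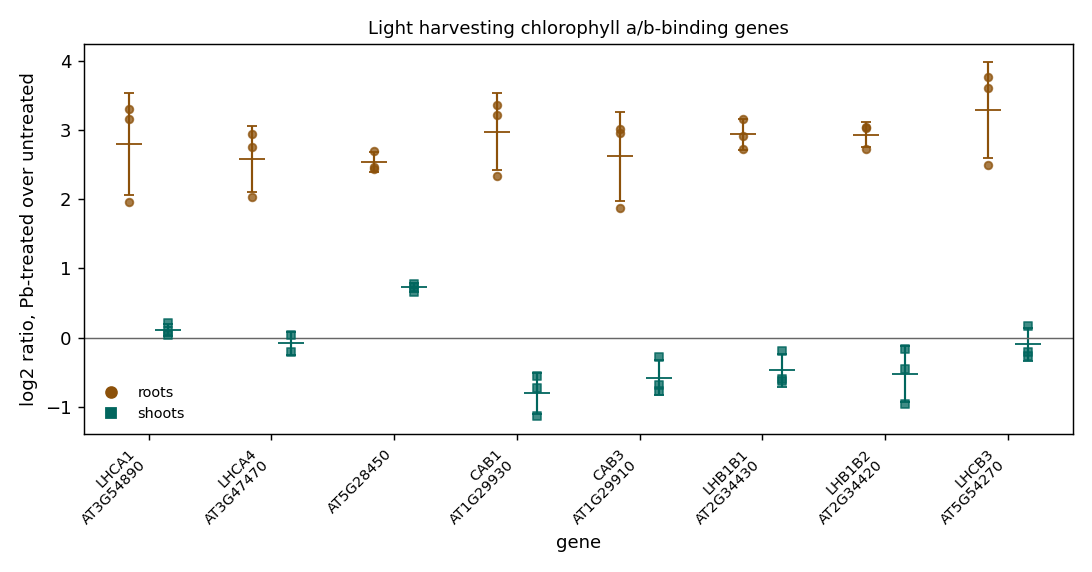
Log2 ratio of Pb-treated to untreated signal for the Lhc genes of Table 5 on each array of roots (brown circles) and shoots (green squares), with bars at the mean ± SD (n = 3 arrays). A shoot array had no value for *LHCA4*, so its shoot bar rests on fewer arrays. In roots all points lie above 0, and in shoots the means lie between -0.81 and 0.73.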

Because roots are thought to be a non-photosynthetic organ, the biological relevance of this phenomenon has received little attention but the majority of the genes affected (8/11) are members of Lhc family of photosynthesis-associated nuclear genes (At1g29910, At1g29930, At2g34420, At2g34430, At3g47470, At3g54890, At5g28450, and At5g54270) and can be expressed in specialized territories, including the root tip (Sawchuk et al., 2008). The putative interactions between Lhc gene expression, root localization and Pb exposure are somewhat unclear but what is particularly interesting is that abscisic acid (ABA) was required for full expression of different Lhc members and physiologically high levels of ABA enhanced Lhc expression (Liu et al., 2013).

**Table 4:** GO enrichment analysis of differentially expressed genes in shoots.

Functional category	AGI	FC	Description
Photosynthesis	At1g56190	0.499	Phosphoglycerate kinase family protein
	At2g30570	0.427	Photosystem II reaction center W
	At3g55330	0.418	psbP-like protein 1
	At3g12780	0.413	Phosphoglycerate kinase 1
	At1g11860	0.372	Glycine cleavage T-protein family
	At1g14150	0.356	psbQ-like protein 2
	At1g73110	0.299	*p*-loop containing nucleoside triphosphate hydrolases
	At3g56650	0.266	Photosystem II reaction center PsbP family protein
	At2g05070	0.249	Light harvesting complex 2.2
Cell wall	At4g17030	16.664	Expansin-like B1
	At3g48530	2.564	Related protein kinase regulatory subunit gamma 1
	At5g16190	0.470	Cellulose synthase like A11
	At5g26670	0.387	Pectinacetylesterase family protein
	At1g70370	0.362	Polygalacturonase 2
	At1g04680	0.356	Pectin lyase-like superfamily protein
	At1g03870	0.302	Arabinogalactan 9
	At4g03210	0.301	Xyloglucan endotransglucosylase/hydrolase 9
	At1g23480	0.266	Cellulose synthase-like A3
	At3g10720	0.239	Plant invertase/pectin methylesterase inhibitor superfamily
	At3g23730	0.224	Xyloglucan endotransglucosylase/hydrolase 16
	At2g06850	0.212	Xyloglucan endotransglucosylase/hydrolase 4
	At5g04970	0.196	Plant invertase/pectin methylesterase inhibitor superfamily
	At4g16980	0.103	Arabinogalactan-protein family
Metal handling	At3g09390	4.577	Metallothionein 2A
	At5g01600	2.514	Ferretin 1
	At5g02380	2.415	Metallothionein 2B
	At3g24450	0.412	Heavy metal transport/detoxification superfamily protein

**Table 5:** GO enrichment analysis of differentially expressed genes in roots.

Functional category	AGI	FC	Description
Photosynthesis	At5g54270	7.424	Chlorophyll B-binding protein 3
	At1g29910	7.103	Chlorophyll A/B binding protein 3
	At1g29930	6.547	Chlorophyll A/B binding protein 1
	At3g54890	5.506	Photosystem I light harvesting complex gene 1
	At5g28450	5.442	Chlorophyll A-B binding family protein
	At2g34430	5.218	Light harvesting complex gene B1B1
	At2g34420	5.141	Light harvesting complex gene B1B2
	At3g47470	5.022	Chlorophyll-protein complex I subunit A4
	At1g51400	4.379	Photosystem II 5 kD protein
	At2g30570	4.202	Photosystem II reaction center W
	At1g10960	0.414	Ferredoxin 1
Cell wall	At4g17030	25.232	Expansin B1
	At5g06860	4.580	Polygalacturonase inhibiting protein 1
	At5g17420	2.420	Cellulose synthase family protein
	At3g27400	2.197	Pectin lyase-like superfamily protein
	At1g67070	2.126	Mannose-6-phosphate isomerase, type I
	At2g37090	2.039	Nucleotide-diphospho-sugar transferase superfamily
	At1g26240	0.458	Proline-rich extensin-like family protein
	At2g28950	0.456	Expansin A6
	At1g57590	0.445	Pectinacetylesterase family protein
	At4g03210	0.423	Xyloglucan endotransglucosylase/hydrolase 9
	At3g15370	0.416	Expansin A12
	At4g08410	0.406	Proline-rich extensin-like family protein
	At5g53250	0.395	Arabinogalactan protein 22
	At5g45280	0.310	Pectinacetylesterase family protein
	At4g01220	0.250	Nucleotide-diphospho-sugar transferase family protein
	At4g01630	0.131	Expansin A17
	At4g30280	0.130	Xyloglucan endotransglucosylase/hydrolase 18
	At3g10720	0.120	Plant invertase/pectin methylesterase inhibitor superfamily
	At1g21310	0.090	Extensin 3
Metal handling	At4g08570	13.918	Heavy metal transport/detoxification superfamily protein
	At1g22990	5.758	Heavy metal transport/detoxification superfamily protein
	At2g28660	6.161	Chloroplast-targeted copper chaperone protein
	At4g39700	2.625	Heavy metal transport/detoxification superfamily protein
	At5g17450	2.765	Heavy metal transport/detoxification superfamily protein

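In the class of cell wall genes defined by descriptions, 71 of the 991 genes down-regulated in roots were members, against 202 of the 10712 tested genes, a normed frequency of 3.80 (one-sided Fisher's exact test, p = 1.38e-24). In shoots, 46 of 783 down-regulated genes were members, against 164 of 9482 tested genes, with a normed frequency of 3.40 (Fisher's exact test, p = 4.5e-14). Among the genes up-regulated in roots, 18 of 931 were members, and the normed frequency was 1.03 (Fisher's exact test, p = 0.492). Over the alternatives it lay between 0.918, without roots replicate 1, and 1.46, with normexp and loess (Fisher's exact test, p = 0.101), and it passed the threshold under none. The median log2 ratio of the class was -0.57 in roots and -0.49 in shoots. In roots, 112 members were past the threshold of limma and lower with Pb, and 31 were higher. In shoots, 89 were lower and 25 higher. Of the cell wall genes that the paper lists, all 14 in shoots (Table 4) and all 19 in roots (Table 5) passed the threshold in the published direction. Since the study selected them on these samples, this is not independent evidence. The highest value in either tissue was that of *ATEXLB1* (AT4G17030), with log2 ratios of 5.41 in roots (standard error 0.24) and 5.03 in shoots (standard error 0.17), where its untreated signal was well above background on 2 of 3 arrays. By the brightest probe of each gene, the lowest were those of *ATEXT3* (AT1G21310) in roots, -3.41, and of AT5G04970 in shoots, -3.22. With the median over its probes, *ATEXT3* had a fold change of 0.412 in roots.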

The second biological process group particularly enriched by Pb exposure contained genes encoding cell wall proteins in both shoots and roots (**Tables 4** and **5**). Recent studies in different plant species have shown that the plant cell wall could be modified in response to Pb (Krzeslowska, 2011). Modifications of the cell wall mainly concern an increase in the amount of polysaccharides, in particular pectins. 

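The xyloglucan endotransglucosylase gene *EXGT-A1* (AT2G06850) had a log2 ratio of -1.79 in roots (standard error 0.11, adjusted p = 0.00195 from limma) and of -2.21 in shoots (standard error 0.15, adjusted p = 0.00233). *XTH9* (AT4G03210) had a log2 ratio of -1.06 in roots (standard error 0.16, adjusted p = 0.0113) and of -1.40 in shoots (standard error 0.11, adjusted p = 0.00254). AT3G23730, which Table 4 lists, had log2 ratios of -1.97 in roots and -2.59 in shoots, and *XTH18* (AT4G30280) of Table 5 had -2.96 in roots and -2.47 in shoots, where the methods' test did not call it. Each of these genes was lower with Pb on all 3 arrays of both tissues. AT2G23270 was not well above background in either channel on any array and was not tested.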

In the present study, Pb treatment induced a reduction in xyloglucan endotransglucosylase gene expression (At2g06850, At2g23270, and At4g03210) and could play an important role in Pb-induced root growth inhibition by causing cell wall modification and reduction of cell elongation. Similar observations have been reported for Al toxicity in *Arabidopsis* (Yang et al., 2011).

The last biological group enriched by Pb exposure that emerged from this analysis encompasses the group of genes involved in metal handling. 

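In the metal handling class defined by descriptions, 8 of the 931 genes up-regulated in roots were members, against 30 of the 10712 tested genes. The normed frequency was 3.07 (one-sided Fisher's exact test, p = 0.00327, 0.00458 after Benjamini-Hochberg adjustment). In shoots, 9 of 864 up-regulated genes were members, against 28 of 9482 tested genes, with a normed frequency of 3.53 (Fisher's exact test, p = 0.000583, adjusted p = 0.00102). Members past the threshold of limma were higher with Pb in 14 cases and lower in 6 in roots, and higher in 13 and lower in 5 in shoots. The median log2 ratio of the class was 0.33 in roots and 0.23 in shoots.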

The frequency of up-regulated genes in roots was greater than 10, i.e., it was the most enriched category of the data (**Figure 3A**). Among the genes associated with this category, four belonged to the metallochaperone-like protein family (At4g39700, At5g17450, At1g22990, and At4g08570). Expression of these genes was increased by Pb-exposure with a fold-change ranging from 2.6 to 13.9 (**Table 5**). 

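In roots, the log2 ratio was 1.44 for AT4G39700 (standard error 0.21, adjusted p = 0.00996 from limma), 1.57 for AT5G17450 (standard error 0.24, adjusted p = 0.0118), 2.69 for AT1G22990 (standard error 0.18, adjusted p = 0.00199) and 4.28 for AT4G08570 (standard error 0.48, adjusted p = 0.00556). All 3 arrays had a higher signal in Pb-treated roots for each gene. As fold changes, these were 2.71 ± 0.918, 2.96 ± 1.28, 6.47 ± 1.76 and 19.4 ± 22.1 (SD, n = 3 arrays). Without roots replicate 2, the log2 ratio of AT4G08570 in roots was 3.59. AT4G39700, AT1G22990 and AT4G08570 were also higher in Pb-treated shoots, with log2 ratios of 1.23, 3.42 and 3.48, and the adjusted p of the difference between the tissues was 0.625, 0.162 and 0.419. With the replicate number as a block it was 0.607, 0.0797 and 0.15. AT5G17450 had a log2 ratio of 0.22 in shoots (adjusted p = 0.396), and its difference between the tissues had an adjusted p of 0.0283.

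**Figure D2:**
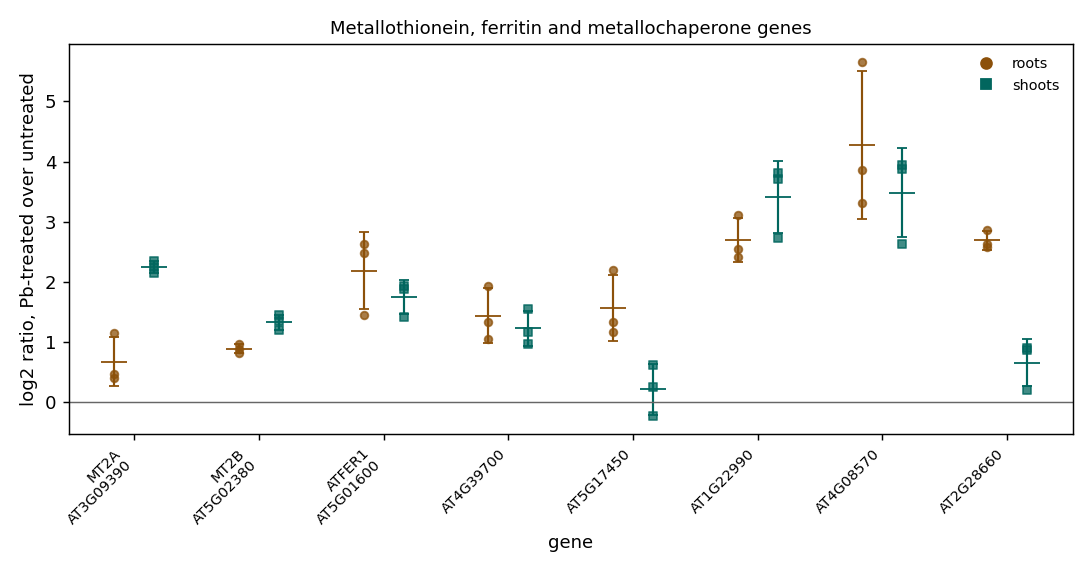
Log2 ratio of Pb-treated to untreated signal for the metal handling genes named in the text on each array of roots (brown circles) and shoots (green squares), with bars at the mean ± SD (n = 3 arrays). The mean of AT4G08570 is the highest in roots, at 4.28, and its root arrays are spread the widest.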

The function of these metalloproteins is unknown, but two of them (At1g22990 and At4g08570) are known to be involved in Cd tolerance (Tehseen et al., 2010). Another gene in the metal handling category, At2g28660, encodes putative soluble proteins with a heavy metal binding domain like Cys-x-x-Cys and a putative chloroplast targeting sequence is associated with the Cu chaperone family (Abdel-Ghanya et al., 2005). The expression of this gene was up regulated 6.2-fold in *H. incana* roots treated with Pb compared to the control. This protein possesses a heavy metal fixation domain and could act as a putative Pb fixation site. 

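AT2G28660 had a log2 ratio of 2.69 in roots (standard error 0.12, adjusted p = 0.00154 from limma), which is a fold change of 6.47 ± 0.709 (SD, n = 3 arrays). In shoots its log2 ratio was 0.66 (standard error 0.18, adjusted p = 0.0411), with an adjusted p between 0.0178 and 0.16 over the alternatives. The call in shoots was lost without shoots replicate 2 (0.54) and without shoots replicate 3 (0.56). It was also lost with the methods' test (adjusted p = 0.121), with limma on the separate channels (0.103) and without the filter on dim probes (0.157). The difference between the tissues, 2.03 on the log2 scale, had an adjusted p of 0.00166. From the heavy metal fixation domain of the encoded protein, the paper raises the possibility that it is a putative site of Pb fixation.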

Only three genes up-regulated in shoots were identified in the metal handling category (**Table 4**) and two genes code for metallothioneins *MT2a* (At3g09390) and *MT2b* (At5g02380). Expression levels of these two genes were, respectively 4.5 and 2.4 in shoots treated with Pb and in the control (**Table 4**). 

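In shoots, *MT2A* (AT3G09390) had a log2 ratio of 2.25 (standard error 0.11, adjusted p = 0.00196 from limma), a fold change of 4.75 ± 0.320 (SD, n = 3 arrays). *MT2B* (AT5G02380) had one of 1.33 (standard error 0.11, adjusted p = 0.00299), a fold change of 2.52 ± 0.214. The ferritin gene *ATFER1* (AT5G01600) had a log2 ratio of 1.75 (standard error 0.15, adjusted p = 0.00302). Each of them was higher on 3 of 3 shoot arrays. With the methods' test of Pb against untreated values without pairing by array, *MT2B* and *ATFER1* no longer passed the threshold in shoots. Over all alternatives the adjusted p of *MT2B* there ranged from 0.000362 to 0.145 and that of *ATFER1* from 0.000989 to 0.265. In roots, the log2 ratios were 0.68 for *MT2A* (standard error 0.19, adjusted p = 0.058), 0.89 for *MT2B* (standard error 0.11, adjusted p = 0.00744) and 2.19 for *ATFER1* (standard error 0.27, adjusted p = 0.00679). The call of *MT2A* in roots was lost without roots replicate 2 (0.78), without roots replicate 3 (0.44), with the methods' test (adjusted p = 0.121) and without the filter on dim probes (adjusted p = 0.201). The difference between the tissues had an adjusted p of 0.00378 for *MT2A*, 0.0521 for *MT2B* and 0.38 for *ATFER1*, and for *ATFER1* it was 0.0957 with the replicate number as a block.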

Although the protective role of metallothioneins against Cd is well known in mammals (Klaassen et al., 1999), their role in plant tolerance to heavy metals is less well known. MT2a is known to be localized the cytosol and could chelate heavy metals, but is not involved in vacuolar sequestration Lee et al., 2004). In a previous study, we demonstrated the role of *MT2a* in Pb tolerance using *Arabidopsis* T-DNA insertional mutants (Auguy et al., 2013). Treatment with Pb highly significantly reduced primary root length in *mt2a* (48%) mutants. This reduction in primary root growth reflected increased sensitivity to Pb in *Arabidopsis* T-DNA insertion mutants and suggests that the *MT2a* gene is involved in lead tolerance. No effect of the mutation was observed on the Pb content in shoots and in roots of mt2a-mutant compared to wild-type plants (Auguy et al., 2013). Another metallothionein gene identified in the present study was *MT2b* (At5g02380). *MT2b* was previously described as being expressed in the phloem of all organs (Guo et al., 2008) and involved in Cu tolerance in *Silene vulgaris* or in Cd tolerance in Tobacco (Van Hoof et al., 2001; Grispen et al., 2011). In order to examine the functions of *MT2b* gene in Pb tolerance in *Arabidopsis*, we used a reverse-genetic approach with two independent *Arabidopsis* T-DNA insertion lines (Salk_144899 and Salk_037601) for the *MT2b* gene obtained from the Salk institute (**Figure 4A**). We measured the Pb content in roots and shoots of the 2 week-old wild-type and mt2b-mutants. Roots of both mutant lines contained 1.5-fold more Pb than the roots of wild-type plants (**Figure 4B**) and shoots of both mutant lines contained 3.3-fold less than those of wild-type plants (**Figure 4C**). No effect of the mutations was observed on the primary root growth of *mt2b* mutants compared to the wild-type plants (data not shown). These results suggest a role of MT2b in Pb accumulation through a perturbation of root-to-shoot translocation by reducing Pb content in leaves and increasing in roots. Very recently, using a *MT* quadruple mutant (*mt1a/mt2a/mt2b/mt3*), Benatti et al. (2014) showed that *Arabidopsis* metallothioneins are important for the accumulation and distribution of Cu in leaves and seeds, confirming the role of MT in the accumulation of metals in plants.

**FIGURE 4:**
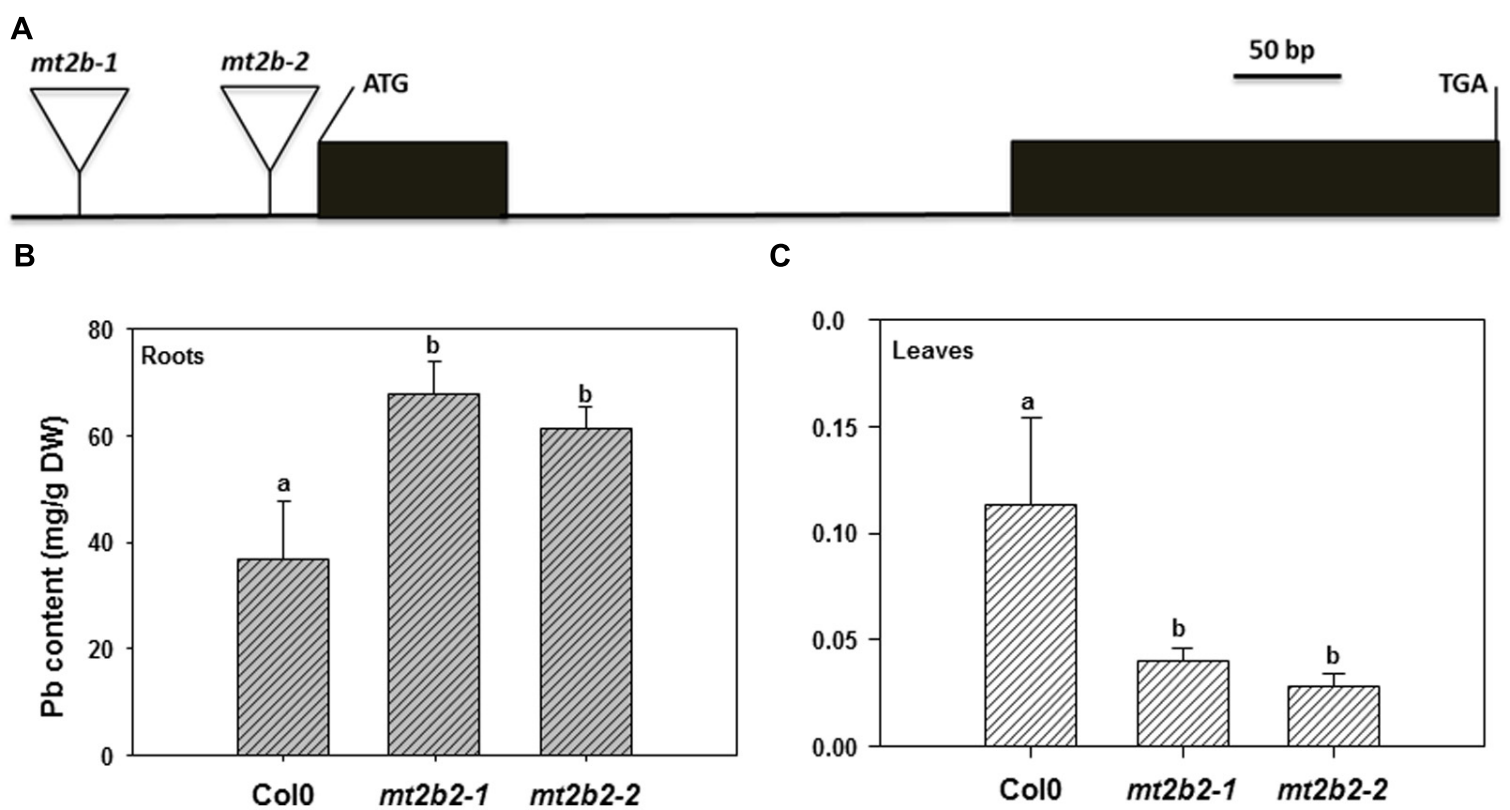
**Functional characterizations of the *Mt2b* gene.** **(A)** Intron-exon organization of the *Arabidopsis Mt2b* gene (AT5G02380) and T-DNA locations. Solid black boxes and the solid line indicate coding regions and introns, respectively. The position of the 2 T-DNA insertions is indicated by a triangle. **(B)** and **(C)** Lead accumulation in roots and shoots of, respectively, wild type ecotype Columbia (Col0) and two mt2b mutant line seedlings of *A. thaliana*. Seedlings were collected after 13 days culture on media with or without 40 μM Pb(NO_3_)_2_. All results are the average value (±SE) of three independent replicates. The letters represent homogenous subgroups of roots and shoots, using LSD *post hoc* test at an α = 0.01 significance level.

### Comparison of Profiles with Other Transcriptomic Experiments

Data were analyzed using Genevestigator software (Nebion AG, Switzerland) with the Genevestigator tool “signature^4^”. Selected genes in both roots (348 genes) and shoots (356 genes) that responded specifically to Pb exposure in the Pb-tolerant *H. incana* were compared to the Genevestigator “Perturbation” database (**Tables 6** and **7**, respectively). A comparison of the complete profiles for roots and shoots is given in **Additional Files 10** and 11 in Supplementary Material, respectively. In the Perturbation database, experiments with the most significant similarity to our Pb experiment include data from abiotic stress-related studies, mainly salt stress-related, osmotic-related and drought experiments as well as abscisic acid (ABA) study (**Tables 6** and **7**). Furthermore, it is important to note that, from the biological process classification of Pb responsive selected transcripts (**Figure 3**), the gene composition of the hormone metabolism class underline the over-representation of ABA subclass (**Additional File 12** in Supplementary Material). To confirm this hypothesis, total expression data from our Pb experiment were re-analyzed. 

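Among the genes of the abscisic acid subclass, AT3G02480 had log2 ratios of 5.52 in roots (standard error 0.24, adjusted p = 0.00154 from limma) and 5.56 in shoots (standard error 0.11, adjusted p = 0.00133). AT2G47770 had 4.39 in roots and 4.85 in shoots. The log2 ratios in roots and shoots were 2.48 and 2.76 for *ABF2* (AT1G45249), and 2.16 and 1.93 for *ABI1* (AT4G26080). They were 3.04 and 2.11 for *ABI2* (AT5G57050), and 2.34 and 3.26 for *ATHVA22D* (AT4G24960), and for this pair of genes the tissues differed, with an adjusted p of 0.00495 and 0.00846. With the replicate number as a block, the tissues also differed for *ABF2* (adjusted p = 0.0874, and 0.29 without the block). Each of these 6 genes was higher with Pb on all 3 arrays of both tissues and past the threshold in both. For AT3G02480 the untreated channel was well above background on 2 of 3 root arrays. *NCED5* (AT1G30100) had a log2 ratio of 3.62 in roots (standard error 0.31, adjusted p = 0.00316), and was well above background on 1 of 3 shoot arrays in each channel, where it was not tested.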

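Of the 10 genes drawn in Figure 5, 9 were matched to a probe. For those without an *Arabidopsis* identifier in the annotation of the array, the match rested on the position of the probe between neighbouring genes and on the enzymatic step named in its description. In roots, *NCED3* (AT3G14440) had a log2 ratio of 3.02 (standard error 0.35, adjusted p = 0.00578 from limma), *NCED4* (AT4G19170) one of 1.27 (standard error 0.15, adjusted p = 0.00633) and *AAO3* (AT2G27150) one of 0.95 (standard error 0.14, adjusted p = 0.0115), each higher on 3 of 3 arrays. *NCED2* (AT4G18350) had a log2 ratio of 2.84 in roots (standard error 0.42, adjusted p = 0.0106), with an untreated signal well above background on 1 of 3 arrays. It was not tested in shoots. In shoots, *AAO3* had a log2 ratio of 0.60 (standard error 0.11, adjusted p = 0.0148), which did not pass the threshold when Pb and untreated values were compared without pairing by array. Its adjusted p ranged from 0.0093 to 0.15 over the alternatives. *NCED4* with 0.59 (standard error 0.25, adjusted p = 0.122), *NCED3* with 0.11 (standard error 0.37, adjusted p = 0.819) and *ABA1* (AT5G67030) with 0.29 (standard error 0.14, adjusted p = 0.146) did not pass it in shoots. Without shoots replicate 3, *NCED3* passed it with a log2 ratio of 0.65. *ABA1* passed it with normexp and loess, with 0.26, and *NCED4* with all 6 arrays in a single fit. The adjusted p ranged from 0.0626 to 0.921 for *NCED3*, from 0.0933 to 0.783 for *ABA1* and from 0.0818 to 0.381 for *NCED4* over the alternatives. The difference between the tissues had an adjusted p of 0.0131 for *NCED3*, 0.169 for *NCED4* and 0.178 for *AAO3*. With the replicate number as a block these were 0.00141, 0.0556 and 0.0585, so that all 3 passed the threshold. *NPQ1* (AT1G08550) and *ABA2* (AT1G52340) were not well above background in either channel of any array, and *ABA1* was so on 1 of 3 Pb arrays in roots.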

Several genes involved in the biosynthesis of ABA were shown to be up-regulated in *H. incana* roots and shoots treated with lead (**Figure 5**), suggesting induction of ABA biosynthesis when *H. incana* plants were exposed to Pb treatment. 

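The cytochrome genes of abscisic acid catabolism moved in different directions. *CYP707A3* (AT5G45340) had log2 ratios of -2.55 in roots (standard error 0.15, adjusted p = 0.00175 from limma) and -1.68 in shoots (standard error 0.14, adjusted p = 0.0028), lower on all 3 arrays of each tissue. With the median over its probes, the value in roots was -1.92 and did not pass the threshold, and the adjusted p in roots ranged from 0.000148 to 0.113 over the alternatives. In shoots the call was lost with the methods' test alone, and the adjusted p ranged from 0.000514 to 0.129. The difference between the tissues had an adjusted p of 0.0217. *CYP707A1* (AT4G19230) had a log2 ratio of 1.09 in shoots (standard error 0.13, adjusted p = 0.00534) and of 0.23 in roots (standard error 0.43, adjusted p = 0.705), where 1 of 3 arrays was higher. The difference had an adjusted p of 0.264, and 0.188 with the replicate number as a block. The paper's text names a further catabolism gene by an identifier that lacks the chromosome number. Whether *BGLU18* (AT1G52400), a putative beta-glycosyl hydrolase, is that gene is not certain. Its probe that Additional File 2 lists had log2 ratios of 4.56 in roots (adjusted p = 0.00174) and 3.55 in shoots. A brighter probe, which the array places at the same locus but Additional File 2 lists under AT3G21370, had 3.73 in roots (standard error 0.32, adjusted p = 0.00302) and 1.59 in shoots (standard error 0.23, adjusted p = 0.00852). For the brighter probe, the difference had an adjusted p of 0.0149, and the call in shoots was lost with the methods' test, with an adjusted p between 0.00399 and 0.176 over the alternatives. From the expression of the biosynthesis genes, the paper proposes that Pb treatment induced the synthesis of abscisic acid.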

Interestingly, even the Atg52400 gene involved in the ABA catabolism pathway, via phaseic acid (PA), was largely down-regulated, also leading to potential ABA accumulation. Abscisic acid, as a stress signal, is known to enhance plant tolerance to several environmental stresses, including low temperature, salt, drought, and heavy metals (Bellaire et al., 2000; Verslues and Zhu, 2005; Hong et al., 2013; Li et al., 2014). The increase in tolerance is partly due to the enhancement of the antioxidant defense system, which prevents the accumulation of ROS (Bellaire et al., 2000; Jiang and Zhang, 2002). On the other hand, in plants in contact with Pb, transpiration is decreased (Barcelo and Poschenrieder, 1990). This decrease in transpiration could be due to a reduction in growth, or at least to a reduction in leaf surface area and/or to the fact that when Pb is fixed to the cell wall it reduces plasticity and eventually disturbs the osmotic balance. Accumulation of Pb in the cell leads to accumulation of ABA in the shoots, results in stomata closure and reduces loss of water through transpiration (Parys et al., 1998; Pourrut et al., 2011). Taken together, these data indicate an intricate relationship between plant tolerance to Pb and ABA pathways. Recently a similar conclusion was reached by Shukla et al. (2014), who suggested that ABA-mediated signaling could be a major mechanism in response to metal gold exposure in *Arabidopsis*.

**Table 6:** Top 10 most similar profiles for *H. incana* roots from perturbation category (Genevestigator database).

Sample identification from Genevestigator	Relative similarity
Osmotic study 2 (late)/untreated root (late)	1.238
Salt study 5 (cpc-1 try-82)/mock treated primary root tip (cpc-1 try-82)	1.164
Salt study 5 (wer-1 myb23-1)/mock treated primary root tip (wer-1 myb23-1)	1.158
Salt study 5 (col-0)/mock treated primary root tip (col-0)	1.150
Osmotic study 2 (early)/untreated root (early)	1.149
Salt study 5 (scm-2)/mock treated primary root tip (scm-2)	1.148
Dicamba herbicide (10 h)/H2O treated seedling (10 h)	1.114
ABA study 6 (srk2cf)/untreated plant (srk2cf)	1.112
Salt study 2 (early)/untreated root (early)	1.111
ABA (3 h)/mock treated seedling (3 h)	1.111

*Relative Similarity indicates the degree of their resemblance: the higher value the higher similarity relative to the average similarity.*

**Table 7:** Top 10 most similar profiles for *H. incana* shoots from perturbation category (Genevestigator database).

Sample identification from Genevestigator	Relative similarity
Osmotic (late)/untreated green tissue (late)	1.468
Drought study 2 (Trans.)/untreated leaf (Trans.)	1.414
Drought study 11 (hai1-2)/mock treated seedling (hai1-2)	1.412
Salt (late)/untreated green tissue (late)	1.411
Salt study 3 (atmy44)/H2O treated rosette leaf (atmy44)	1.399
ABA study (srk2cf)/untreated plant (srk2cf)	1.386
ABA study (col-0)/untreated plant (col-0)	1.366
Drought (wt)/untreated leaf (col)	1.362
Drought study 11 (col-0)/mock treated seedling (col-0)	1.354
Osmotic study 4 (shoot)/mock treated col-0 shoot	1.347

*Relative Similarity indicates the degree of their resemblance: the higher value the higher similarity relative to the average similarity.*

**FIGURE 5:**
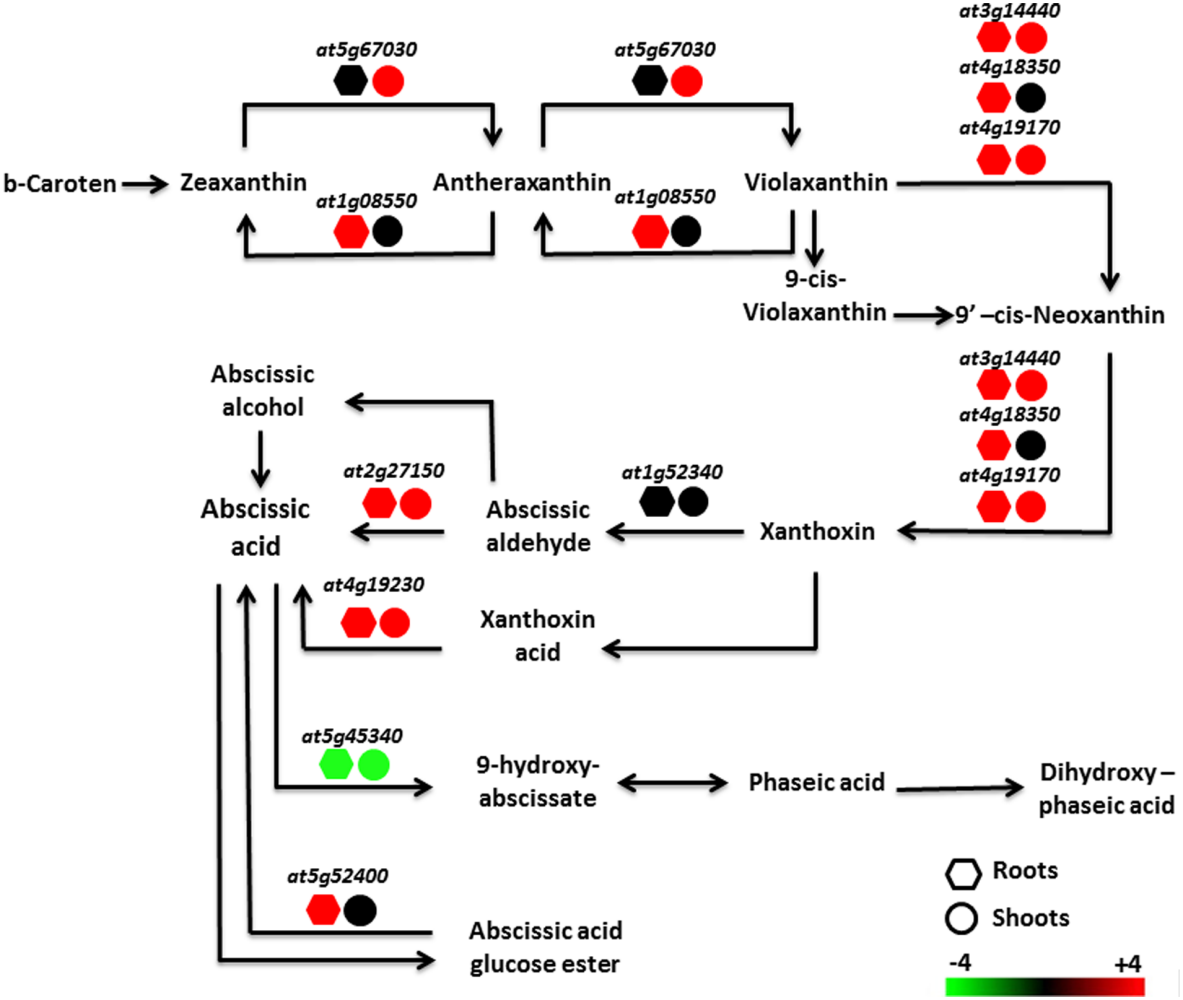
**Regulation of the abscisic acid metabolism pathway in *H. incana* roots and shoots treated with Pb.** Red and green represent, respectively, an increase and a decrease in regulation, compared with untreated plants. Expression value scale is provided.

## Conclusion

The comparative transcriptomic analysis between the Pb-hyperaccumulating and Pb-tolerant plant *H. incana* and the Pb-sensible model plant *A. thaliana* identified a set of genes differentially expressed in response to Pb exposure. These genes were particularly over-represented in the photosynthesis, cell wall structure, and metal handling biological processes. In addition several genes involved in the ABA biosynthetic pathway were up regulated in response to lead exposure suggesting that ABA-mediated signaling is involved in plant response to lead. In addition *H. incana* could be considered as a good experimental model to identify genes involved in lead tolerance and accumulation in plants.

## Availability of Supporting Data

The data discussed in this publication have been deposited in NCBI’s GEO (Edgar et al., 2002) and are accessible through GEO Series accession number GSE65334 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE65334).

## Author Contributions

AF and PD conceived and designed the experiment. AF, MF, and PM collected the experimental data. ME, AF-M, and GB contributed reagents/materials/analysis tools. AF, AS, and PD analyzed data. AF and PD wrote the manuscript. GB assisted with the interpretation of the results and provided editorial support for the manuscript. All authors have read, edited, and approved the current version of the manuscript.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Transcriptome Changes in Hirschfeldia incana in Response to Lead Exposure
**Source:** Front Plant Sci. 2016 Jan 13;6:1231. doi: 10.3389/fpls.2015.01231
**Supplement:** Supplementary file 1

**Additional file 1.**

Primers used for the qRT-PCR validation.

| ID        | Forward Primer (5'-3')    | Reverse Primer (5'-3')     |
|-----------|---------------------------|----------------------------|
| AT1G06650 | TCCTCATGTTTCCGGCGCTCT     | ACATGCGACAGACACTCGAGCT     |
| AT1G15180 | TACGCAGCAATGTCTCTTGC      | GGTTTCCTTGTCAGTCTGA        |
| AT1G22990 | CAAAGGAGCAAAATCAGTGGA     | AGCCACCATTGTGTATGGAA       |
| AT2G26020 | CATCACCTTTATCTACGCTGCTC   | TTGGTACTTCAAAAGCTGCAAA     |
| AT2G28660 | TCCACTGATGACCAGGTTGT      | TATGACGTCACCCCTTCCAT       |
| AT3G12750 | TGCATCTGCTGGGATACTCA      | CAGCCAAGTGAAGCCAGAG        |
| AT4G08570 | ACAAGAAGGCACCACCAAAC      | CGCAAGAATTAGGGTTCTCG       |
| AT4G13420 | CAAAGCACTTGCGATTCTTA      | AGGTCATGCCAACCTTGAGA       |
| AT4G17030 | GGAAGAGATATCAATAACGGTGAAG | TCCATAGTCGCCATGAAACA       |
| AT4G25100 | CCCTTGTGCTCGGCTCTTTCCC    | GCTTCCCAAGACACAAGATTGGTCA  |
| AT4G35090 | ACCGTACCTTTACACCAGAGAGGCA | ATCCAGATACTGCGGATTTTCATGCG |
| AT5G01600 | CAACGTTGCTATGAAGGGACT     | TTCCTCCTCTTTGGTTCTGG       |
| AT5G02380 | GCAAGTGCAACCCTTGTAAC      | CCGGAAAAATCAGCCAATTA       |
| AT5G06530 | TAACCCATTTTCCACACGAA      | TCATTGTCAAGGATTGGTCGT      |
| AT5G09930 | TCAAAGATGTCAAAGGCTGAGA    | CTTGGCATTTTTGCTGGACT       |
| AT5G11930 | ACATCAGAGTCAAAGATCGGACGGC | GAAGCTTCTTCATGACGTGGCACA   |
| AT5G13580 | GGGGCTTCTTCTTTTGAATC      | TTTCAAACCAGTCCTCCATAAGA    |
| AT5G15410 | CGGTTACTTCAGTATGCAGCTATG  | AGATGATCATGCGGTCGAA        |
| AT5G38960 | CCCGAATGTTCTTGCAAAGG      | GAATGATCACCTTAGGATCCAACT   |
| AT1G74670 | GGCAACAAACAAGTGTGTCC      | TCCACCTTGTTGAGTCTTCCA      |
| AT1G77510 | AAAGATCAAAGTCTTGCCCTCC    | TGATGATGAGGGGAACCTTGG      |
| AT2G36380 | TCAAAAATGGATTTCGGGTTC     | GGACAACGGCTACAACCTGGT      |
| AT2G45180 | CGCCTCTTAAAGCCAATGTC      | GGTTAGATCAATAGGAACCTTGAG   |
| AT3G09390 | TCTCCGGCGAGACAACCACAA     | TTCTCAGCGTTGTTACTCTCCCCT   |
| AT3G50560 | AGACCGGAGAGCTTGACAC       | TTGGGTTTGATGGTCGGATA       |
| AT3G59140 | GAAGGATGAGAACTCTTTGTTCG   | TGAGACCAATACTCTTTCACAAGC   |
| AT4G11600 | AGATTCTTGCGTTTCCGTGT      | CGGGTACTCAGCCTTGAAAC       |
| AT4G33020 | TACATGGCGCTTGTGGATT       | TCAACACTCATCTTCTTGCTCA     |
| AT5G18600 | AGATCGAGCAGGCGTTGTT       | CGCTTAAGCATGGGAATCAA       |
| AT5G45690 | TGGCTGATTATTGGGTTTCATC    | TTTCGATTATGTCAACCGCTAA     |
| AT5G59330 | TTGGCTCTCAGGTTCTTCAT      | GAAACTATGCACACCGTCAAAA     |

## Additional file 2.

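The 20 probes listed as most up-regulated in roots all had a higher signal in Pb-treated roots and passed the threshold of limma, with a median fold change of 22.3. All 20 were among the 100 highest log2 ratios in roots. The 20 probes listed as most down-regulated all had a lower signal and passed it, with a median fold change of 0.0689, and 19 of them were among the 100 lowest. Both lists were chosen by the study on these samples, so these counts are not independent evidence. Across the probes, Pearson's r between the published and the recomputed log2 fold changes was 0.862 in the first list and 0.927 in the other, and probes are not independent replicates. Among the probes past the threshold that were well above background in both channels on all 3 arrays, the largest rises in roots were those of *PDF1.2c* (log2 ratio 6.75, standard error 0.12), *PDF1.3* (AT2G26010, 6.04, standard error 0.15) and *ATEXLB1* (5.41). The largest falls were those of AT5G38960 (-6.37 to -5.69 over the arrays), AT2G42060 (-4.84, standard error 0.25) and AT4G19512 (-4.66, standard error 0.23). In shoots, *PDF1.2c* had a log2 ratio of -0.22 (adjusted p = 0.482), and the difference between the tissues had an adjusted p of 0.000218.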

List of the 20 most up- and down-regulated genes from *H. incana* roots after 3 days of Pb exposure (100  $\mu\text{M}$   $\text{Pb}(\text{NO}_3)_2$  in hydroponic culture). The fold change control versus treated was validated by a Student test ( $P < 0.01$ ).

| Probe Name   | FC    | AGI       | Description                                                              |
|--------------|-------|-----------|--------------------------------------------------------------------------|
| A_84_P239215 | 50.67 | AT2G26010 | Putative plant defensin 1.3 (AtPDF1.3)                                   |
| A_84_P310613 | 39.04 | AT2G26020 | Putative plant defensin 1.2b (AtPDF 1.2b)                                |
| A_84_P825792 | 25.23 | AT4G17030 | Putative expansin (AtEXPR1)                                              |
| A_84_P18335  | 23.99 | AT3G02480 | Putative LEA-type (group LEA_4) protein of unknown function              |
| A_84_P856766 | 20.02 | AT3G09950 | Protein of unknown function                                              |
| A_84_P18843  | 19.42 | AT5G66400 | Putative LEA-type (group dehydrin) protein of unknown function           |
| A_84_P21673  | 18.05 | AT1G52400 | Putative beta-glycosyl hydrolase (AtBGLU18/AtBG1)                        |
| A_84_P17268  | 16.63 | AT2G14610 | Pathogenesis-related protein. activated during pathogen response (AtPR1) |
| A_84_P194044 | 16.55 | AT5G07330 | Putative membrane protein of unknown function                            |
| A_84_P605408 | 14.18 | AT4G12580 | Protein of unknown function                                              |
| A_84_P23247  | 13.92 | AT4G08570 | Protein of unknown function. contains metal ion-binding HMA-type domain  |
| A_84_P12638  | 13.32 | AT3G08860 | Putative alanine-glyoxylate aminotransferase (AtPYD4)                    |
| A_84_P14899  | 13.23 | AT5G10930 | Putative SNF1-related protein kinase (AtSnRK3.24/AtPKS19/AtCIPK5)        |
| A_84_P20704  | 11.67 | AT5G59320 | Lipid transfer protein (AtLTP3)                                          |
| A_84_P868627 | 11.34 | AT3G21370 | Putative beta-glycosyl hydrolase (AtBGLU19)                              |
| A_84_P16611  | 10.37 | AT4G02280 | Sucrose synthase/sucrose-UDP glucosyltransferase (AtSUS3)                |
| A_84_P863449 | 9.62  | AT2G47770 | TspO-like stress sensory protein (AtTSPO)                                |
| A_84_P12315  | 9.46  | AT1G64660 | Putative cystathionine gamma-synthase                                    |
| A_84_P20442  | 9.12  | AT4G20800 | Putative reticuline dehydrogenase                                        |
| A_84_P767554 | 9.07  | AT5G59330 | Protein of unknown function                                              |
| A_84_P19684  | 0.021 | AT5G38960 | Putative germin-like protein                                             |
| A_84_P20216  | 0.054 | AT3G05950 | Putative germin-like protein                                             |
| A_84_P231139 | 0.056 | AT2G42060 | Protein of unknown function. contains C1-type domain                     |
| A_84_P12863  | 0.058 | AT4G13420 | Putative potassium cation transporter (AtHAK5)                           |
| A_84_P765727 | 0.061 | AT4G19512 | Protein of unknown function                                              |
| A_84_P295014 | 0.063 | AT5G57625 | Putative PR-1-like extracellular protein of unknown function             |
| A_84_P23783  | 0.065 | AT1G52820 | Putative 2OG-Fe(II) oxygenase                                            |
| A_84_P11921  | 0.080 | AT4G18010 | Inositol polyphosphate 5-phosphatase (At5PTase2)                         |
| A_84_P22161  | 0.081 | AT3G24300 | Ammonium transporter 1;3 (AtAMT1;3)                                      |
| A_84_P116942 | 0.082 | AT4G02270 | Putative (Ole e 1)-allergen-type protein of unknown function             |
| A_84_P298044 | 0.083 | AT2G28270 | Protein of unknown function. contains C1-type domain                     |
| A_84_P167953 | 0.087 | AT4G33880 | Putative bHLH-type transcription factor                                  |
| A_84_P127531 | 0.090 | AT1G21310 | Putative extensin-type glycoprotein (AtEXT3/AtEXT5)                      |
| A_84_P14045  | 0.091 | AT5G48430 | Putative aspartyl protease                                               |
| A_84_P12305  | 0.099 | AT1G52050 | Putative jacalin-type lectin                                             |
| A_84_P861057 | 0.102 | AT1G12110 | Dual-affinity nitrate transporter (AtNRT1.1/AtCHL1)                      |
| A_84_P19532  | 0.107 | AT4G28850 | Xyloglucan endotransglucosylase-hydrolase 26 (AtXTH26/AtXTH18)           |
| A_84_P15735  | 0.110 | AT4G26010 | Putative class-III peroxidase (AtPer44)                                  |
| A_84_P11438  | 0.110 | AT1G78000 | Putative sulfate transporter (AtSultr1.2)                                |
| A_84_P96076  | 0.112 | AT3G25790 | Putative GARP-G2-type transcription factor                               |

### Additional file 3.

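In shoots, the 20 most up-regulated probes of the list were all higher with Pb and past the threshold of limma, with a median fold change of 18.7, and all 20 were among the 100 highest log2 ratios. The 20 most down-regulated probes were all lower and past it, with a median fold change of 0.141, and 19 were among the 100 lowest. As in roots, the study chose these lists on the same samples. Pearson's r between published and recomputed log2 fold changes across these probes was 0.753 and 0.528. By the rule used for roots, the largest rises in shoots were those of *SAG12* (log2 ratio 6.18), AT5G59330 (6.14, standard error 0.29) and *LTP3* (AT5G59320, 5.87, standard error 0.26). The value of *SAG12* varied between 3.08 and 8.42 over the arrays (standard error 1.06). In shoots, the log2 ratio of *SAG12* was 7.73 without shoots replicate 1 and 5.05 without shoots replicate 3. The largest falls were those of *FAD8* (-3.46, standard error 0.11), *RPL12-A* (-3.38, standard error 0.35) and a probe of AT5G38410 (-3.29, standard error 0.18), whose brightest probe fell by 0.91 on the log2 scale.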

List of the 20 most up and down regulated genes from *H. incana* shoots after 3 days of Pb exposure (100  $\mu\text{M}$   $\text{Pb}(\text{NO}_3)_2$  in hydroponic cultures). Fold change control versus treated was validated by a Student test ( $p < 0.01$ ).

| ProbeName    | FC    | AGI       | Description                                                                          |
|--------------|-------|-----------|--------------------------------------------------------------------------------------|
| A_84_P767554 | 66.37 | AT5G59330 | Protein of unknown function                                                          |
| A_84_P863449 | 27.01 | AT2G47770 | TspO-like stress sensory protein (AtTSP0)                                            |
| A_84_P784679 | 25.84 | AT5G45690 | Protein of unknown function                                                          |
| A_84_P12638  | 25.32 | AT3G08860 | Putative alanine-glyoxylate aminotransferase (AtPYD4)                                |
| A_84_P22091  | 23.87 | AT3G03470 | Cytochrome P450 monooxygenase (AtCYP89A9)                                            |
| A_84_P580504 | 17.99 | AT4G30050 | Protein of unknown function                                                          |
| A_84_P849870 | 17.64 | AT4G33110 | Putative cyclopropane fatty acid synthase                                            |
| A_84_P19758  | 17.31 | AT5G59310 | Lipid transfer protein (AtLTP4)                                                      |
| A_84_P14899  | 17.09 | AT5G10930 | Putative SNF1-related protein kinase (AtSnRK3.24/AtPKS19/AtCIPK5)                    |
| A_84_P825792 | 16.66 | AT4G17030 | Putative expansin (AtEXPR1)                                                          |
| A_84_P16611  | 16.27 | AT4G02280 | Sucrose synthase/sucrose-UDP glucosyltransferase (AtSUS3)                            |
| A_84_P798436 | 16.26 | AT1G80130 | Protein of unknown function                                                          |
| A_84_P13022  | 14.13 | AT5G15250 | ATP-dependent metalloprotease (AtFtsH6)                                              |
| A_84_P12931  | 13.77 | AT4G33150 | Bifunctional lysine-ketoglutarate reductase & saccharopine dehydrogenase (AtLKR-SDH) |
| A_84_P21802  | 12.01 | AT1G78780 | Protein of unknown function                                                          |
| A_84_P605408 | 11.22 | AT4G12580 | Protein of unknown function                                                          |
| A_84_P220938 | 11.12 | AT1G02470 | Putative polyketide cyclase/dehydrase                                                |
| A_84_P12620  | 9.93  | AT2G02990 | Ribonuclease T2 (AtRNS1)                                                             |
| A_84_P21822  | 9.47  | AT1G21000 | Putative PLATZ-type transcription factor                                             |
| A_84_P197194 | 9.13  | AT4G22870 | Anthocyanidin synthase (AtANS)                                                       |
| A_84_P785414 | 0.103 | AT4G16980 | Putative classical arabinogalactan protein (AtAGP58C)                                |
| A_84_P20950  | 0.129 | AT1G72610 | Putative germin-like protein (AtGER1/AtGLP1)                                         |
| A_84_P12763  | 0.134 | AT3G50560 | Putative NAD- or NADP-dependent oxidoreductase                                       |
| A_84_P19997  | 0.136 | AT1G74670 | Putative GASA/GAST/Snakin-type gibberellin-regulated protein                         |
| A_84_P809616 | 0.145 | AT2G45180 | Putative seed storage/lipid transfer protein                                         |
| A_84_P854454 | 0.147 | AT2G10940 | Putative proline-rich glycoprotein (AtPRP15)                                         |
| A_84_P10193  | 0.157 | AT5G18600 | Putative glutaredoxin                                                                |
| A_84_P809513 | 0.159 | AT5G14740 | Beta carbonic anhydrase 2 (AtCA2/AtBCA2/AtCA18)                                      |
| A_84_P13804  | 0.172 | AT4G12420 | Putative multi-copper oxidase (AtSKU5)                                               |
| A_84_P21458  | 0.173 | AT4G37610 | BTB and TAZ domain protein 5 (AtBTB5)                                                |
| A_84_P841591 | 0.182 | AT3G23530 | Putative cyclopropane fatty acid synthase                                            |
| A_84_P14853  | 0.194 | AT4G15480 | UDP-dependent glycosyl transferase (AtUGT84A1)                                       |
| A_84_P16770  | 0.196 | AT5G04970 | Putative pectinesterase (AtPME47)                                                    |
| A_84_P809692 | 0.200 | AT3G16240 | Putative tonoplast intrinsic protein (AtTIP2.1)                                      |
| A_84_P16974  | 0.208 | AT5G20630 | Putative germin-like protein (AtGER3/AtGLP3)                                         |
| A_84_P11031  | 0.208 | AT4G30610 | Putative serine carboxypeptidase (AtSCPL24/AtBRS1)                                   |
| A_84_P12029  | 0.211 | AT4G37220 | Putative cold-responsive protein                                                     |
| A_84_P21069  | 0.213 | AT2G06850 | Xyloglucan endotransglucosylase-hydrolase (AtXTH4)                                   |
| A_84_P10906  | 0.214 | AT3G58120 | Putative bZIP-type transcription factor (AtbZIP61)                                   |
| A_84_P15764  | 0.215 | AT4G32460 | Protein of unknown function                                                          |

#### Additional file 4.

List of the 20 most up- and down-regulated genes from *A. thaliana* roots after 3 days of Pb exposure (40  $\mu$ M Pb(NO<sub>3</sub>)<sub>2</sub> in hydroponic culture). The fold change control versus treated was validated by a Student test (P<0.01).

| Probe Name   | FC     | AGI       | Description                                                             |
|--------------|--------|-----------|-------------------------------------------------------------------------|
| A_84_P18477  | 233.41 | AT3G60120 | Putative beta-glycosyl hydrolase (AtBGLU27)                             |
| A_84_P225679 | 199.37 | AT5G39120 | Putative germin-like protein                                            |
| A_84_P21551  | 149.69 | AT5G24540 | Putative beta-glycosyl hydrolase (AtBGLU31)                             |
| A_84_P12477  | 144.51 | AT1G79680 | Putative cell wall-associated receptor-like protein kinase (AtWAKL10)   |
| A_84_P23768  | 129.22 | AT1G30100 | Putative ABA biosynthesis carotenoid cleavage dioxygenase (AtNCED5)     |
| A_84_P752326 | 124.87 | AT1G62420 | Protein of unknown function                                             |
| A_84_P551677 | 123.39 | AT2G02320 | Putative PhloemProtein2-type protein of unknown function (AtPP2-B7)     |
| A_84_P766178 | 119.68 | AT5G39180 | Putative germin-like protein                                            |
| A_84_P513580 | 103.34 | AT2G16005 | Protein of unknown function. contains ML lipid recognition domain       |
| A_84_P812392 | 93.65  | AT4G33710 | Putative PR-1-like extracellular protein of unknown function            |
| A_84_P523886 | 91.47  | AT5G46960 | Putative invertase/pectin methylesterase inhibitor                      |
| A_84_P511454 | 84.83  | AT5G43570 | Putative PR-6 proteinase inhibitor                                      |
| A_84_P214688 | 82.80  | AT4G11340 | Protein of unknown function                                             |
| A_84_P14441  | 80.81  | AT2G29460 | Putative class tau glutathione S-transferase (AtGSTU4)                  |
| A_84_P558829 | 80.44  | AT2G29350 | Putative tropinone dehydrogenase-type oxidoreductase (AtSAG13)          |
| A_84_P12563  | 80.27  | AT2G44460 | Putative beta-glycosyl hydrolase (AtBGLU28)                             |
| A_84_P10439  | 76.32  | AT1G09080 | Putative molecular chaperon (AtBiP-3/AtBP3)                             |
| A_84_P21883  | 68.86  | AT1G68320 | Putative Myb-type transcription factor (AtMYB62)                        |
| A_84_P140609 | 68.69  | AT4G31970 | Cytochrome P450 monooxygenase (AtCYP82C2)                               |
| A_84_P15416  | 68.37  | AT2G36970 | UDP-dependent glycosyl transferase (AtUGT86A1)                          |
| A_84_P21599  | 0.016  | AT5G45230 | Putative TIR-NBS-LRR class disease resistance protein                   |
| A_84_P11928  | 0.017  | AT4G19800 | Putative chitinase-type glycosyl hydrolase                              |
| A_84_P16526  | 0.017  | AT3G46410 | Protein of unknown function                                             |
| A_84_P61030  | 0.018  | AT5G28615 | Protein of unknown function                                             |
| A_84_P519134 | 0.018  | AT3G50450 | Hypersensitive response protein (AtHR1)                                 |
| A_84_P11341  | 0.019  | AT1G33820 | Protein of unknown function                                             |
| A_84_P18740  | 0.022  | AT5G39620 | Putative RAB-G-class small GTPase (AtRAB-G1)                            |
| A_84_P840330 | 0.024  | AT1G50050 | Putative PR-1-like extracellular protein of unknown function            |
| A_84_P517200 | 0.025  | AT2G31310 | putative ASL/LBD-type transcription factor (AtASL17/AtLBD14)            |
| A_84_P14663  | 0.025  | AT3G52970 | CYP76G1; electron carrier/ heme binding / monooxygenase/ oxygen binding |
| A_84_P513598 | 0.029  | AT2G22122 | Protein of unknown function                                             |
| A_84_P11461  | 0.029  | AT1G33930 | Putative immune-associated GTP-binding protein (AtIAN6)                 |
| A_84_P237653 | 0.030  | AT2G37800 | Protein of unknown function. contains C1-type domain                    |
| A_84_P841699 | 0.031  | AT1G33840 | Protein of unknown function                                             |
| A_84_P16681  | 0.031  | AT4G26050 | Protein of unknown function. contains LRR domain (AtPIRL8)              |
| A_84_P17407  | 0.031  | AT3G19430 | Putative extensin-type glycoprotein (AtEXT51)                           |
| A_84_P788157 | 0.032  | AT2G34315 | Protein of unknown function                                             |
| A_84_P13415  | 0.032  | AT1G79130 | Putative auxin-responsive protein                                       |
| A_84_P96556  | 0.033  | AT1G19900 | Putative glyoxal oxidase                                                |
| A_84_P269770 | 0.033  | AT2G17590 | Protein of unknown function. contains C1-type domain                    |

### Additional file 5.

List of the 20 most up- and down-regulated genes from *A. thaliana* shoots after 3 days of Pb exposure (40  $\mu$ M Pb(NO<sub>3</sub>)<sub>2</sub> in hydroponic cultures). The fold change control versus treated was validated by a Student test ( $P < 0.01$ ).

| Probe Name   | FC    | AGI       | Description                                                                               |
|--------------|-------|-----------|-------------------------------------------------------------------------------------------|
| A_84_P710346 | 9.71  | AT2G47015 | MIR408; miRNA                                                                             |
| A_84_P12207  | 8.87  | AT5G62040 | PEBP-type growth and differentiation regulator (AtBFT)                                    |
| A_84_P22136  | 6.94  | AT3G16360 | Histidine phosphotransfer protein involved in cytokinin signaling (AtAHP4)                |
| A_84_P63250  | 6.78  | AT3G53400 | Putative methyltransferase                                                                |
| A_84_P55560  | 5.70  | AT5G03190 | Putative methyltransferase                                                                |
| A_84_P265830 | 4.34  | AT4G14020 | Putative RALF-type endogenous peptide                                                     |
| A_84_P12563  | 4.06  | AT2G44460 | Putative beta-glycosyl hydrolase (AtBGLU28)                                               |
| A_84_P92139  | 3.68  | AT4G37700 | Protein of unknown function                                                               |
| A_84_P205068 | 3.33  | AT1G17744 | Protein of unknown function                                                               |
| A_84_P13885  | 3.24  | AT4G35190 | Protein of unknown function. involved in cytokinin activation pathway (AtLOG5)            |
| A_84_P17125  | 3.10  | AT1G10970 | Putative divalent transition metal cation transporter (AtZIP4)                            |
| A_84_P13908  | 3.09  | AT4G15460 | Protein of unknown function                                                               |
| A_84_P11710  | 3.03  | AT1G53080 | Putative legume lectin-like protein                                                       |
| A_84_P819800 | 3.02  | AT2G25625 | Protein of unknown function                                                               |
| A_84_P604601 | 2.89  | AT4G37140 | Methyl esterase (AtMES20)                                                                 |
| A_84_P280890 | 2.89  | AT3G10320 | Protein of unknown function                                                               |
| A_84_P18376  | 2.86  | AT3G23730 | Xyloglucan endotransglucosylase-hydrolase (AtXTH16)                                       |
| A_84_P16901  | 2.86  | AT5G54060 | UDP-dependent glycosyl transferase (AtUGT79B1)                                            |
| A_84_P764077 | 2.82  | AT4G01060 | Myb-type transcription factor. involved in epidermal cell differentiation (AtCPL3/AtETC3) |
| A_84_P12393  | 2.81  | AT1G18860 | Putative WRKY-type transcription factor (AtWRKY61)                                        |
| A_84_P61030  | 0.027 | AT5G28615 | Protein of unknown function                                                               |
| A_84_P761076 | 0.056 | AT3G55646 | Protein of unknown function                                                               |
| A_84_P14144  | 0.071 | AT1G28170 | Putative sulphotransferase (AtSOT7)                                                       |
| A_84_P12471  | 0.116 | AT1G11460 | Putative membrane protein of unknown function                                             |
| A_84_P603601 | 0.120 | AT4G02850 | Putative PhzC/PhzF-like phenazine biosynthesis                                            |
| A_84_P761311 | 0.127 | AT3G13403 | Putative defensin-like protein                                                            |
| A_84_P255930 | 0.181 | AT4G08210 | Protein of unknown function. contains pentatricopeptide (PPR) repeat                      |
| A_84_P761404 | 0.191 | AT3G21460 | Putative glutaredoxin                                                                     |
| A_84_P19255  | 0.207 | AT1G01190 | Cytochrome P450 monooxygenase involved in reproductive development (AtCYP78A8)            |
| A_84_P721943 | 0.216 | AT1G10460 | Putative germin-like protein (AtGLP7)                                                     |
| A_84_P18890  | 0.227 | AT2G16485 | Protein of unknown function. contains GYF and SWIB/MDM2 domain                            |
| A_84_P23716  | 0.246 | AT1G12980 | AP2-type transcription factor (AtDRN/AtESR1)                                              |
| A_84_P11893  | 0.256 | AT4G04840 | Methionine sulfoxide reductase B6 (AtMSRB6)                                               |
| A_84_P93089  | 0.279 | AT1G13650 | Protein of unknown function                                                               |
| A_84_P12872  | 0.295 | AT1G29270 | Protein of unknown function                                                               |
| A_84_P607864 | 0.309 | AT3G02885 | Putative GASA/GAST/Snakin-type gibberellin-regulated protein (AtGASA5)                    |
| A_84_P15038  | 0.311 | AT5G61350 | Putative CrRLK1L-type receptor protein kinase                                             |
| A_84_P526212 | 0.319 | AT3G46880 | Protein of unknown function                                                               |
| A_84_P20381  | 0.323 | AT3G63110 | Adenylate isopentenyltransferase/cytokinin synthase (AtIPT3)                              |
| A_84_P576326 | 0.325 | AT5G53210 | Putative bHLH-type transcription factor. SPEECHLESS (AtSPCH)                              |

## Additional file 6.

*H. incana* microarray validation. *H. incana* gene expression FC measured with microarray and qRT-PCR methods were compared. Gene expression level measured in roots (R) and shoots (S) of *H. incana* plantlets treated with 100µM Pb(NO<sub>3</sub>)<sub>2</sub> compared to non-treated plantlets.

| AGI       | Description                                            | Symbol  | Organ | Microarray FC | qRT-PCR FC |
|-----------|--------------------------------------------------------|---------|-------|---------------|------------|
| At1g06650 | 2-oxoglutarate-dependent dioxygenase                   |         | R     | 4.81          | 2.24       |
| At1g15180 | MATE-related efflux carrier                            | DTX13   | R     | 4.96          | 27.09      |
| At1g22990 | Heavy-metal-associated domain-containing protein       | HIPP22  | R     | 5.76          | 5.10       |
| At2g26020 | Plant defensin 1.2b                                    | PDF1.2b | R     | 39.04         | 287.12     |
| At2g28660 | Copper-binding family protein                          |         | R     | 6.16          | 11.65      |
| At3g12750 | Divalent transition metal cation transporter           | ZIP1    | R     | 2.96          | 4.77       |
| At4g08570 | heavy-metal-associated domain-containing protein       |         | R     | 13.92         | 15.76      |
| At4g13420 | Potassium cation transporter                           | HAK5    | R     | 0.06          | 0.07       |
| At4g17030 | Putative expansin                                      | EXLB1   | R     | 25.23         | 54.13      |
| At4g25100 | Iron superoxide dismutase                              | FSD1    | R     | 3.25          | 5.34       |
| At4g35090 | Catalase                                               | CAT2    | R     | 0.25          | 0.35       |
| At5g01600 | Ferretin non-haem iron storage protein                 | ATFER1  | R     | 3.68          | 3.17       |
| At5g02380 | Type 2 metallothionein                                 | MT2B    | R     | 2.15          | 2.25       |
| At5g06530 | Subfamily G ABC-type transporter                       | WBC23   | R     | 2.65          | 2.04       |
| At5g09930 | Subfamily F ABC-type transporter                       | GCN2    | R     | 2.95          | 7.71       |
| At5g11930 | Putative glutaredoxin                                  |         | R     | 3.64          | 3.77       |
| At5g13580 | Subfamily G ABC-type transporter                       | WBC6    | R     | 4.18          | 1.97       |
| At5g15410 | Cyclic nucleotide and calmodulin regulated ion channel | DND1    | R     | 2.27          | 1.47       |
| At5g38960 | Germin-like protein                                    |         | R     | 0.02          | 0.01       |
| At1g74670 | Gibberellin-responsive protein                         |         | S     | 0.14          | 0.13       |
| At1g77510 | Protein disulfide isomerase-like                       | PDIL1-2 | S     | 3.49          | 8.46       |
| At2g36380 | Subfamily G ABC-type transporter                       | PDR6    | S     | 2.03          | 4.34       |
| At2g45180 | Putative seed storage/lipid transfer protein           |         | S     | 0.15          | 0.24       |
| At3g09390 | Type 2 metallothionein                                 | MT2A    | S     | 4.58          | 8.28       |
| At3g50560 | Putative NAD- or NADP-dependant oxidoreductase         |         | S     | 0.13          | 0.25       |
| At3g59140 | Subfamily C ABC-type transporter                       | MRP14   | S     | 2.10          | 1.52       |
| At4g11600 | Glutathione peroxidase                                 | GPX6    | S     | 2.12          | 4.14       |
| At4g33020 | Divalent transition metal cation transporter           | ZIP9    | S     | 5.86          | 4.00       |
| At5g01600 | Ferretin non-haem iron storage protein                 | FER1    | S     | 2.51          | 5.11       |
| At5g09930 | Subfamily F ABC-type transporter                       | GCN2    | S     | 4.69          | 9.29       |
| At5g18600 | glutaredoxin family protein                            |         | S     | 0.16          | 0.43       |
| At5g45690 | Protein of unknown function                            |         | S     | 25.84         | 47.39      |
| At5g59330 | Protein of unknown function                            |         | S     | 66.37         | 87.19      |

**Additional file 7.**

*A. thaliana* microarray validation. *A. thaliana* gene expression FC measured with microarray and QPCR methods were compared. Gene expression level was measured in roots (R) and shoots (S) of *A. thaliana* plantlets treated with 40 $\mu$ M Pb(NO<sub>3</sub>)<sub>2</sub> compared to non-treated plantlets.

| AGI        | Description                            | Symbol | Organ | Microarray FC | qRT-PCR FC |
|------------|----------------------------------------|--------|-------|---------------|------------|
| At2g28660  | Protein of unknown function            |        | R     | 1.75          | 2.81       |
| At3g127500 | Divalent transition metal transporter  | ZIP1   | R     | 6.37          | 17.09      |
| At4g35090  | Catalase                               | CAT2   | R     | 0.50          | 0.95       |
| At5g01600  | Ferritin non-haem iron storage protein | FER1   | R     | 1.93          | 4.25       |
| At5g02380  | Type 2 metallothionein                 | MT2B   | R     | 2.81          | 5.01       |
| At3g12750  | Type 2 metallothionein                 | MT2A   | S     | 1.86          | 1.20       |
| At4g08570  | Ferritin non-haem iron storage protein | FER1   | S     | 1.18          | 1.07       |

## Additional file 8.

List of genes regulated by Pb in *H. incana* roots relative to *A. thaliana* roots. Genes regulated for both species (*A. thaliana* and *H. incana*) are in bold.

|                  |              |                                                                                               |
|------------------|--------------|-----------------------------------------------------------------------------------------------|
| AT4G30320        | 0.202        | Allergen V5/Tpx-1-related family protein                                                      |
| AT1G30370        | 0.201        | lipase class 3 family protein                                                                 |
| AT5G60530        | 0.201        | Late embryogenesis abundant protein-related / LEA protein-related                             |
| AT2G05520        | 0.198        | GRP-3 (GLYCINE-RICH PROTEIN 3)                                                                |
| AT3G01420        | 0.196        | DOX1; lipoxygenase                                                                            |
| AT4G24730        | 0.193        | Calcineurin-like phosphoesterase family protein                                               |
| AT2G28780        | 0.189        | Unknown protein                                                                               |
| <b>AT3G52450</b> | <b>0.187</b> | <b>PUB22 (PLANT U-BOX 22); ubiquitin-protein ligase</b>                                       |
| <b>AT4G37220</b> | <b>0.187</b> | <b>Cold acclimation protein WCOR413 family</b>                                                |
| AT1G01750        | 0.182        | ADF11 (ACTIN DEPOLYMERIZING FACTOR 11); actin binding                                         |
| AT2G44370        | 0.180        | Cysteine/Histidine-rich C1 domain family protein                                              |
| AT1G66200        | 0.179        | ATGSR2; copper ion binding / glutamate-ammonia ligase                                         |
| AT3G25190        | 0.179        | Vacuolar iron transporter (VIT) family protein                                                |
| AT5G26310        | 0.175        | UGT72E3; UDP-glycosyltransferase/ coniferyl-alcohol glucosyltransferase                       |
| AT3G62780        | 0.174        | Calcium-dependent lipid-binding (CaLB domain) family protein                                  |
| AT4G37160        | 0.168        | Sks15 (SKU5 Similar 15); copper ion binding / oxidoreductase                                  |
| AT2G37740        | 0.168        | ZFP10 (ZINC-FINGER PROTEIN 10); nucleic acid binding / transcription factor/ zinc ion binding |
| AT1G51913        | 0.163        | Unknown protein                                                                               |
| AT3G16900        | 0.157        | Unknown protein                                                                               |
| AT2G23960        | 0.154        | Defense-related protein. putative                                                             |
| AT5G50660        | 0.152        | Unknown protein                                                                               |
| AT2G23620        | 0.150        | MES1 (METHYL ESTERASE 1); hydrolase. acting on ester bonds                                    |
| AT5G14150        | 0.140        | Unknown protein                                                                               |
| AT5G37600        | 0.138        | ATGSR1; copper ion binding / glutamate-ammonia ligase                                         |
| AT2G34390        | 0.135        | Aquaporin NIP2.1                                                                              |
| AT2G43140        | 0.134        | DNA binding / transcription factor                                                            |
| AT1G14160        | 0.134        | Unknown protein                                                                               |
| AT4G01630        | 0.131        | ATEXPA17 (ARABIDOPSIS THALIANA EXPANSIN A17)                                                  |
| AT4G30280        | 0.130        | XTH18 (XYLOGLUCAN ENDOTRANSGLUCOSYLASE/HYDROLASE 18)                                          |
| AT5G14750        | 0.130        | ATMYB66 (MYB DOMAIN PROTEIN 66); DNA binding / protein binding / transcription factor         |
| AT1G70880        | 0.126        | Bet v I allergen family protein                                                               |
| AT1G72416        | 0.125        | Heat shock protein binding                                                                    |
| <b>AT3G10720</b> | <b>0.120</b> | <b>Plant invertase/pectin methylesterase inhibitor superfamily</b>                            |
| AT1G73600        | 0.119        | Methyltransferase/ phosphoethanolamine N-methyltransferase                                    |
| <b>AT3G50560</b> | <b>0.118</b> | <b>Short-chain dehydrogenase/reductase (SDR) family protein</b>                               |
| AT3G25790        | 0.112        | Myb family transcription factor                                                               |
| AT1G78000        | 0.110        | SULTR1;2 (SULFATE TRANSPORTER 1;2); sulfate transmembrane transporter                         |
| AT1G12110        | 0.102        | NRT1.1; nitrate transmembrane transporter/ transporter                                        |
| AT1G52050        | 0.099        | Mannose-binding lectin superfamily protein                                                    |
| AT1G21310        | 0.090        | ATEXT3 (EXTENSIN 3); structural constituent of cell wall                                      |
| AT2G28270        | 0.083        | Cysteine/Histidine-rich C1 domain family protein                                              |
| AT3G24300        | 0.081        | AMT1;3 (AMMONIUM TRANSPORTER 1;3); ammonium transmembrane transporter                         |
| AT4G18010        | 0.080        | AT5PTASE2 (MYO-INOSITOL POLYPHOSPHATE 5-PHOSPHATASE 2)                                        |
| AT1G52820        | 0.065        | 2-oxoglutarate-dependent dioxygenase. putative                                                |
| AT4G13420        | 0.058        | HAK5 (HIGH AFFINITY K <sup>+</sup> TRANSPORTER 5); potassium ion transmembrane transporter    |
| AT2G42060        | 0.056        | CHP-rich zinc finger protein. putative                                                        |
| AT3G05950        | 0.054        | RmlC-like cupins superfamily protein; manganese ion binding. nutrient reservoir activity      |
| AT5G38960        | 0.021        | RmlC-like cupins superfamily protein; manganese ion binding. nutrient reservoir activity      |

---

## Additional file 9.

List of genes regulated by Pb in *H. incana* shoots relative to *A. thaliana* shoots. Genes regulated for both species (*A. thaliana* and *H. incana*) are in bold.

## Additional file 12.

Gene list of the hormone metabolism biological process group in roots or shoots of *H. incana*.

|           | AGI       | FC    | Subclasses      | Description                                                   |
|-----------|-----------|-------|-----------------|---------------------------------------------------------------|
| In roots  | At1g45249 | 5.19  | Abscisic acid   | Abscisic acid responsive elements-binding factor 2            |
|           | At2g47770 | 9.62  |                 | Outer membrane tryptophan-rich sensory protein-related        |
|           | At3g02480 | 23.99 |                 | Late embryogenesis abundant protein (LEA) family protein      |
|           | At4g18350 | 2.69  |                 | Nine-cis-epoxycarotenoid dioxygenase 2                        |
|           | At1g30100 | 5.21  |                 | Nine-cis-epoxycarotenoid dioxygenase 5                        |
|           | At4g26080 | 3.90  |                 | Protein phosphatase 2C family protein                         |
|           | At5g57050 | 4.38  |                 | Protein phosphatase 2C family protein                         |
|           | At5g55250 | 2.35  | Auxin           | IAA carboxylmethyltransferase 1                               |
|           | At4g27260 | 0.39  |                 | Auxin-responsive GH3 family protein                           |
|           | At5g13370 | 2.59  |                 | Auxin-responsive GH3 family protein                           |
|           | At5g16530 | 0.44  |                 | Auxin efflux carrier family protein                           |
|           | At5g16010 | 0.44  | Brassinosteroid | 3-oxo-5-alpha-steroid 4-dehydrogenase family protein          |
|           | At1g77330 | 0.45  | Ethylene        | 2-oxoglutarate (2OG) and Fe(II)-dependent oxygenase s protein |
|           | At1g62380 | 3.14  |                 | ACC oxidase 2                                                 |
|           | At1g52820 | 0.07  | Gibberellin     | 2-oxoglutarate (2OG) and Fe(II)-dependent oxygenase protein   |
|           | At1g52050 | 0.10  | Jasmonate       | Mannose-binding lectin superfamily protein                    |
| In shoots | At4g24960 | 5.99  | Abscisic acid   | HVA22 homologue D                                             |
|           | At1g45249 | 6.58  |                 | Abscisic acid responsive elements-binding factor 2            |
|           | At2g47770 | 27.01 |                 | Outer membrane tryptophan-rich sensory protein)-related       |
|           | At4g26080 | 3.68  |                 | Protein phosphatase 2C family protein                         |
|           | At5g57050 | 3.82  |                 | Protein phosphatase 2C family protein                         |
|           | At2g46370 | 2.23  | Auxin           | Auxin-responsive GH3 family protein                           |
|           | At1g28130 | 3.43  |                 | Auxin-responsive GH3 family protein                           |
|           | At2g33830 | 3.45  |                 | Dormancy/auxin associated family protein                      |
|           | At2g03760 | 0.25  | Brassinosteroid | Sulphotransferase 12                                          |
|           | At4g30610 | 0.21  |                 | Alpha/beta-Hydrolases superfamily protein                     |
|           | At5g25190 | 0.36  | Ethylene        | Integrase-type DNA-binding superfamily protein                |
|           | At1g74670 | 0.14  | Gibberellin     | Gibberellin-regulated family protein                          |
|           | At3g10185 | 0.41  |                 | Gibberellin-regulated family protein                          |
|           | At5g25900 | 2.04  |                 | Gibberellin-requiring 3                                       |
|           | At1g54040 | 2.65  | Jasmonate       | Epithiospecifier protein                                      |
|           | At1g13280 | 2.18  |                 | Allene oxide cyclase 4                                        |

# Supplementary material for: Transcriptome Changes in Hirschfeldia incana in Response to Lead Exposure
**Source:** Front Plant Sci. 2016 Jan 13;6:1231. doi: 10.3389/fpls.2015.01231
**Supplement:** Supplementary file 2

## *H. incana* Pb response

### *A. thaliana*

(Top 50 most similar perturbations)

Stress > osmotic study 2 (late)  
 Stress > osmotic study 2 (early)  
 Stress > salt study 5 (Col-0)  
 Nutrient > iron deficiency study 2 (intermediate)  
 Stress > oxidative study 2 (late)  
 Stress > drought study 4 (late)  
 Nutrient > P deficiency study 5 (24h)  
 Stress > heat (roots)  
 Light quality > white + far-red study 2 (Col-0)  
 Stress > salt study 2 (early)  
 Nutrient > iron deficiency study 12 (Tsu-1)  
 Nutrient > mannitol (2h)  
 Hormone > ABA (1h)  
 Hormone > ABA study 4 (Col-0)  
 Stress > osmotic study 4 (shoot)  
 Light intensity > high light (Col-0)  
 Stress > Fe deficiency (Col-0)  
 Nutrient > Cs study 2 (root)  
 Chemical > 7606596 (12h)  
 Stress > drought study 12 (Bur-0)  
 Stress > genotoxic study 2 (late)  
 Biotic > *M. incognita* (late)  
 Stress > genotoxic study 2 (early)  
 Stress > drought study 12 (CIBC-17)  
 Stress > drought study 3 (late)  
 Nutrient > mannitol (4h)  
 Biotic > *P. syringae* pv. tomato study 10  
 Photoperiod > circadian clock study 3 (Ws-0)  
 Knox-18  
 CIBC-17  
 Nutrient > K<sup>+</sup> starvation (root)  
 Biotic > *R. solani* (AG2-1)  
 Nutrient > KNO<sub>3</sub> / KCl / KCl-treated roots (8h)  
 Stress > salt (early)  
 Biotic > *R. solani* (AG8)  
 Light quality > UV filtered WG295 (6h)  
 SQ-8  
 Chemical > prohexadione  
 Chemical > 7606596 (3h)  
 Light quality > white + far-red (Col-0)  
 Stress > drought study 12 (Knox-18)  
 Stress > wounding study 2 (late)  
 Elicitor > FLG22 study 9 (0h)  
 Stress > drought study 12 (Ler-1)  
 Nutrient > KNO<sub>3</sub> / KCl / KCl-treated roots (8h)  
 Nutrient > (NH<sub>4</sub>)<sub>2</sub>SO<sub>4</sub> study 2 (8h)  
 Chemical > uniconazole study 2 (Col)  
 Nutrient > iron deficiency study 2 (early)  
 Hormone > ABA (30min)  
 Hormone > salicylic acid study 5 (Tsu-1)

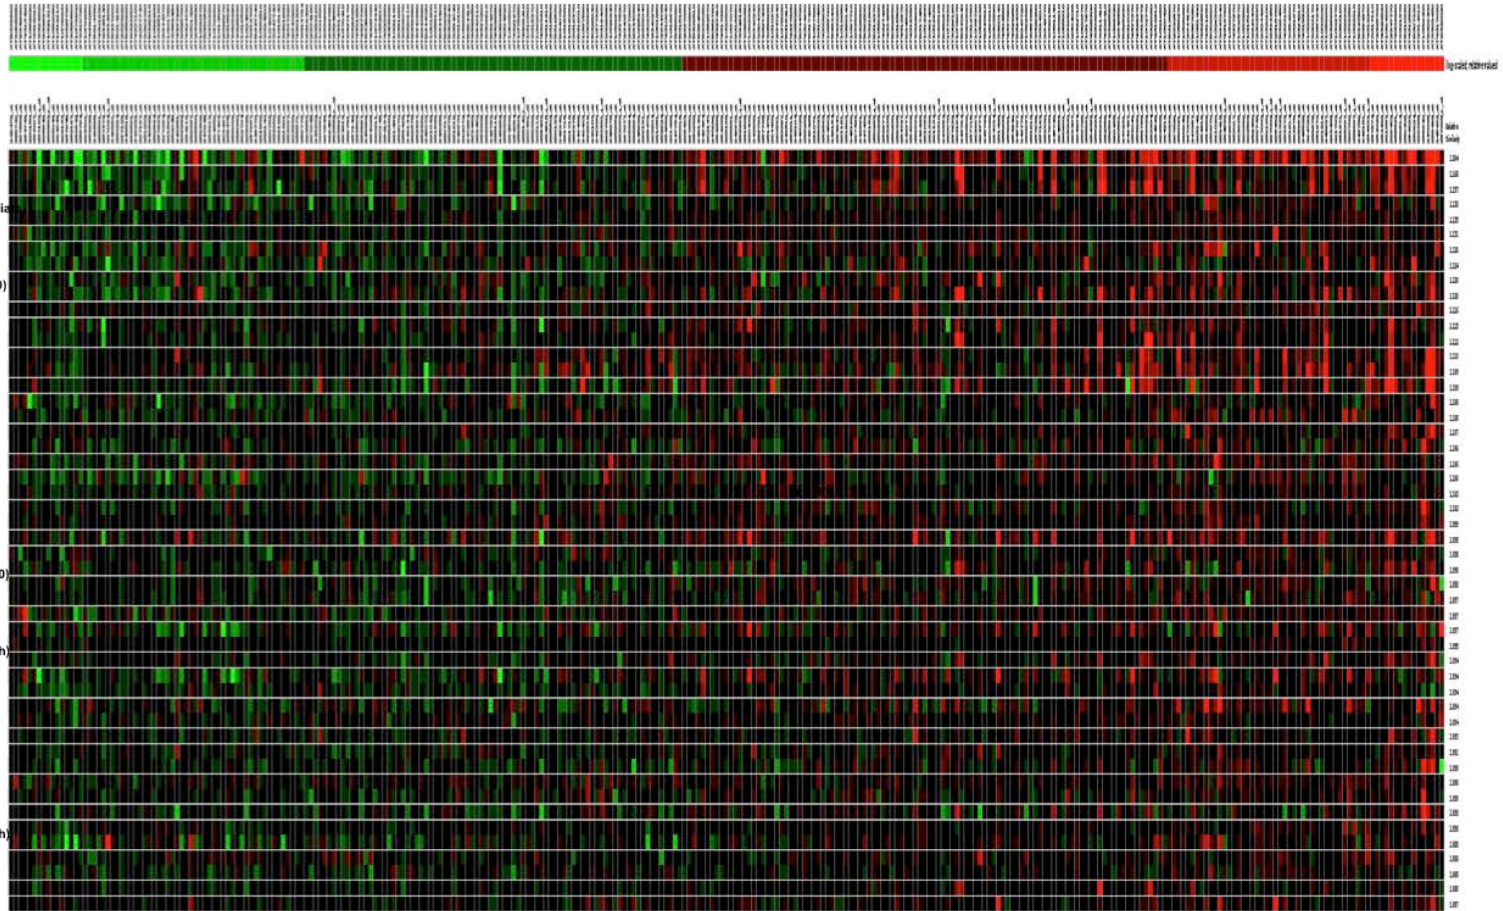

## Additional file 10.

Signature analysis between the *H. incana* Pb responsive profile in roots and transcriptome studies on various abiotic stress perturbations from the Genevestigator database.

## *H. incana* Pb response

### *A. thaliana*

#### (Top 50 most similar perturbations)

How the deposited data were processed for this re-analysis (not part of the article)

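Transcripts of *H. incana* roots and shoots were compared between plants treated with 100 µM Pb(NO_3_)_2_ for 3 days and untreated plants on 6 two-colour Agilent 44K *Arabidopsis* arrays, 3 per tissue. The tissue, the replicate number and the treatment of each channel were taken from the sample labels, which give the dyes, the dose and the duration that the methods state.

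For each array the authors deposited the scanner output of Feature Extraction. Its processed intensity values had been background-subtracted, corrected for spatial and multiplicative trends and dye-normalized by LOWESS within the array by the authors' scanner software, with no normalization between arrays. The mean intensity of each spot and the median intensity of its local background are also in the deposited output and were not normalized by the authors. The deposited log10 ratios of Cy5 to Cy3 (LogRatio) had been computed by the scanner software after its dye normalization. The headers of these files name another version of Feature Extraction than the methods do. A table of other values, which the authors deposited with one column per array, was set against the log ratio of the scanner software, and Spearman's correlation over the probes lay between -0.0181 and 0.0085 on the 6 arrays. It was not taken as a log ratio, and its values were not used in any test.

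The following was computed from the deposited intensities. The log2 of the processed intensity was taken, and each channel was set relative to its own 75th percentile over the non-control probes of its array, which follows the quartile normalization of the methods. The log2 ratio of a probe was its Pb value minus its untreated value on the same array. The further step of the methods, which sets each probe relative to its median over the samples, cancels in this ratio. Control spots were left out, spots marked by the scanner software as non-uniform or as population outliers were treated as missing, and 0 spots were saturated. The spots of a probe were averaged, and a probe counted as well above background in a channel of an array when over 50% of its spots did. It was kept in a tissue when this held on all 3 arrays in the untreated channel or on all 3 in the Pb channel, as in the methods. Signal over background and the number of arrays limit the precision, and a probe that was not kept was not tested in that tissue.

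The log2 ratios of each tissue were tested against 0 with lmFit and eBayes of limma 3.58.1 in R 4.3.3. Adjustment was by Benjamini-Hochberg over the probes kept, and a probe was called at an adjusted p under 0.1, the false detection rate in the results of the paper, while its methods give a Benjamini-Hochberg corrected p under 0.05. The difference between roots and shoots was tested in a single fit of all 6 arrays over the probes kept in both tissues. Other steps used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Intervals of shares are Wilson intervals at 95% and cover counting error only. Enrichment of a class was tested with Fisher's exact test, one-sided, with a class called at a p under 0.05, and the correlation with qRT-PCR with 100000 permutations, two-sided.

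The fits were tested on simulated data in which 200 probes were changed. Spreads were drawn from the distribution that eBayes estimated on the real arrays, with independent normal noise. In roots, over 13251 probes, 51.5% of the probes changed 2-fold and 91.9% of those changed 4-fold were recovered, and 11.7% of the 162 calls were false. In shoots, over 11790 probes, 64.3% and 96.1% were recovered, and 11.0% of 181 calls were false. For the difference between the tissues, over 10705 probes, 54.4% and 84.5% were recovered, and 7.79% of 154 calls were false. When each tissue was simulated with a spread of its own, 53.1% and 87.3% were recovered, and 22.5% of 182 calls were false. A spread that differs between the tissues thus limits the count of probes with a different response. Far more probes were called on the real arrays, 43.3% in roots, 55.9% in shoots and 35.2% for the difference. The simulated shares depend on the number of changed probes and do not give the recovery or the false share of the real calls.

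Of the 43603 probes, 25079 carry an *Arabidopsis* gene identifier in the annotation of the array, whose positions refer to the ath1 build of 2004. Another 94 probes were given an identifier through the probe lists of the paper, and 471 through a gene symbol that the paper's tables pair with an identifier. For Figure 5, 15 probes of 8 genes were matched by their position between neighbouring identified genes and by the enzymatic step in their description. Other probes kept the name of the array. Of the 681 genes in the paper's lists, tables and Figure 5, 642 had a probe. A gene was represented by its probe with the highest mean log2 signal over both channels of all 6 arrays, and opposite calls on its other probes were reported.

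The genes to be named were every gene that the paper names in its results text, Tables 4 and 5, Figure 5, Additional File 6 and the abscisic acid subclass of Additional File 12, the 9 known Pb genes found by symbol, and the 5 largest rises and 5 largest falls of each tissue. The latter were taken among called probes that changed in the same direction on all 3 arrays and were well above background in both channels on all 3 arrays. This rule, the tests of the counts, classes and correlations, the class words, the shoot-abundant probes and the alternatives were set before the data were examined, apart from the alternative named below as added. Tests of technical explanations were chosen later, and the closing section names those chosen after their result had been seen. The photosynthesis class held genes whose description names a photosystem, light harvesting, chlorophyll binding, PsbP, PsbQ, phosphoglycerate kinase, ferredoxin, ribulose bisphosphate carboxylase or plastocyanin. The cell wall class held expansins, extensins, xyloglucan, pectin and pectate enzymes, polygalacturonases, cellulose synthases and arabinogalactan proteins. The metal handling class held metallothioneins, ferritins, heavy metal proteins, copper chaperones, metallochaperones, phytochelatin genes and nicotianamine synthases. The words of each class include terms from the gene descriptions in Tables 4 and 5. The study chose those genes on these samples, so the enrichment of a class is not independent evidence. Lists of genes raised by iron deficiency and by nitrate, drawn up from general knowledge after the arrays had been read, were compared with 10000 random lists matched on signal, and the 200 probes with the largest excess in untreated shoots over untreated roots were followed in the root arrays.

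The alternatives were normexp background correction with an offset of 50 and loess, the scanner software's log ratio, a filter on both channels, no filter on dim probes, an adjusted p under 0.05, the unpaired test of the methods, limma on the separate channels, all 6 arrays in a single fit, an intensity trend in eBayes, the replicate number as a block, the slide as a block, genes instead of probes, the median over the probes of a gene, and leaving out each array in turn. The methods name a Student's t-test between treatments without stating whether it was paired, and it was run here as unpaired. The unpaired test of the methods at an adjusted p under 0.05 was added after the data were seen. Replicate numbers can pair a root with a shoot array. The deviations of the log2 ratios from the tissue mean correlated at 0.553, 0.561 and 0.549 between arrays of the same number, and at -0.352 to -0.206 between the others. The numbers therefore appear to pair the tissues, and the block is given as an alternative beside the count of different probes. Of the 2 slides, the first held all root arrays and shoots replicate 1, and the other held shoots replicates 2 and 3.

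The arrays of *A. thaliana*, the qRT-PCR raw data, the Pb contents, the mutant lines, the MapMan classes and the Genevestigator comparison were not analysed here. The conclusions that need them have no values from these arrays.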

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

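Of the tests in this part, that of a sample exchanged between the tissues and that of the slide on replicate 1 were chosen only after the result had been seen.

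The response to Pb differed between the tissues for 3798 of 10792 probes, by limma's test of the difference between roots and shoots. Within these, 388 probes were past the threshold in both tissues, higher with Pb in roots and lower in shoots, and 225 were lower in roots and higher in shoots. The paper compares the tissues by their numbers of regulated genes and by the selected genes regulated in both. It also describes photosynthesis genes as lower in shoots and mostly higher in roots.

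The tables argue against a difference between slides as the whole cause. Probes with a difference between the tissues of more than 1 log2 unit on replicates 2 and 3 were read on replicate 1, whose root and shoot arrays share a slide. Over these 1830 probes, the difference on replicate 1 was 0.856 times that on replicates 2 and 3 in the median (quartiles 0.660 and 1.06), and 97.6% had the same sign. A ratio of 0.969 for the 3798 probes with the slide as a block, the test planned for this, decides nothing, since the same arrays chose these probes. With the slide as a block the number of calls was lower, 1968. A bias of a probe's sequence toward a dye also has evidence against it within each tissue, since the other probes of a called gene had the sign of the called probe in 90.4% of cases in roots and 91.3% in shoots. A bias tied to the labelled transcript itself is argued against for the 32 pairs of a gene and a tissue compared with qRT-PCR. All 32 fold changes on the arrays had the direction of the qRT-PCR value, which was measured without the array dyes. For the other genes such a bias stays open. Both tissues had the same dye layout, and whether such a bias is equal in both was not tested.

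Chance cannot be excluded by regrouping. Of the 10 ways to split the 6 arrays into groups of 3, only 1, the split into roots and shoots, gave as many calls, but a share of 1 in 10 is the smallest that this design allows. Of these splits, 4 part all 3 pairs of arrays with the same number, and the real split is 1 of them. The other 3 mix the tissues within their groups. Within roots, and likewise within shoots, 1 of the 4 sign patterns of the arrays, the real one, gave as many calls, where a share of 1 in 4 is the smallest possible.

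RNA was extracted with a different kit from each tissue, so the kit and the tissue cannot be told apart. A biological difference between roots and shoots in their response to Pb stays among the open explanations and was not tested separately. A sample exchanged between the tissues is argued against, since the median of the shoot-abundant probes in the lowest shoot channel was 7.84 above that in the highest root channel on the log2 scale. The count of different probes was 1363 with limma on the separate channels and 5676 with the replicate number as a block.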

How the results depend on the processing

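The unpaired test of the methods at an adjusted p under 0.05 was chosen after the data had been seen, and the other tests and alternatives in this part were not.

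Under the alternatives, 238 comparisons of the results on both tissues, the lists and the classes kept their direction and their side of the threshold, or a count within 1.5 times. Another 33 moved, 3 lost their threshold and 6 changed direction. For the named genes, 2619 comparisons kept their call, 140 lost it, 13 gained it, and 0 changed the direction of a called value. The unpaired test of the methods took the call from 35 named values and limma on the separate channels from 23, while the scanner software's log ratio changed 0.

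The paired comparison within an array decided the counts most. With the unpaired test of the methods, 3098 probes were called in roots and 2012 in shoots, and the share in roots rose from 46.5% to 60.6%. With limma on the separate channels the counts were 3657 and 2556 and the share 58.9%, and the difference between the tissues was called for 1363 probes. The unpaired test at an adjusted p under 0.05 gave 1833 and 879 probes, a share in roots of 67.6%, a share of higher probes in shoots of 53.4% and 2145 probes that differed between the tissues. These alternatives leave out the pairing of both channels by construction.

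With normexp and loess, the share in roots was 42.5%, the share of higher probes 57.0% in roots and 53.2% in shoots, and Pearson's r with the published lists 0.990 in roots and 0.985 in shoots. The filter on both channels gave 46.7% higher probes in shoots and an r of 0.987 in roots and 0.981 in shoots. The scanner software's log ratio gave 51.4% higher probes in roots. The median over the probes of a gene gave an r of 0.973 in roots. The share in roots was 44.3% at an adjusted p under 0.05, 48.2% with all 6 arrays in a single fit and 47.4% with an intensity trend. The cause of these shifts was not tested.

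With the slide as a block, 1968 probes differed between the tissues, since only shoots replicate 1 then compares with the root arrays. The slide cannot be a block within roots, as all root arrays lie on the same slide. With the replicate number as a block, 7827 probes were called in roots, 7984 in shoots and 5676 for the difference, each within 1.5 times the count without it, and it changed no call of a class. Within a tissue, the block takes variation between replicates out of the error, so the counts of roots and shoots can be too high. It brought the difference between the tissues past the threshold for named genes such as *NCED4* (adjusted p = 0.0556), *AAO3* (0.0585) and *CNGC1* (0.0645).

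The class frequency of photosynthesis genes lower in shoots lost its threshold in Fisher's exact test with the unpaired test of the methods (1.81, p = 0.0917), with limma on the separate channels (1.24, p = 0.334) and without shoots replicate 2 (1.67, p = 0.0542). With normexp and loess the p of Fisher's exact test was 1.57e-08. The frequency of cell wall genes higher in roots passed its threshold under no alternative and was under 1 without roots replicate 1, at 0.918. It was highest with normexp and loess, at 1.46, and was 1.35 with the filter on both channels and 1.34 without a filter on dim probes. The cause was not tested. Over all alternatives, the class frequency stayed between 5.70 and 10.9 for photosynthesis higher in roots, 3.60 and 4.78 for cell wall lower in roots, 2.91 and 3.97 for cell wall lower in shoots, 2.84 and 4.91 for metal handling higher in roots, and 3.19 and 5.04 for metal handling higher in shoots. The squared r with qRT-PCR stayed between 0.888 and 0.907.

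Leaving out an array gave between 3714 and 4835 called probes in roots and between 4578 and 6238 in shoots, where fewer arrays lower the power of the test. The share of higher probes was between 51.6% and 53.4% in roots and between 46.5% and 51.2% in shoots. The share of all calls in roots was between 35.9% and 55.7%, and it exceeded 50% without shoots replicate 2 (54.3%) and without shoots replicate 3 (55.7%), since these leave fewer calls in shoots. The class frequency of photosynthesis genes lower in shoots was between 1.67 and 2.14, and that of cell wall genes higher in roots between 0.918 and 1.09. Between the tissues, 2907 to 3442 probes were called as different.

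An analysis of the other deposited table of values, 1 of the alternatives set at the start, was not run, because its values are not log ratios. Signal over background limits the list of genes, since genes such as *NPQ1*, *ABA2* and AT2G23270 were not well above background on any array and a change in them was not measurable.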

Differences from the paper's values

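The unpaired test of the methods at an adjusted p under 0.05 was chosen after the values had been seen, and all other alternatives were set before the data were examined.

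The paper's numbers of Pb-regulated genes are 795 up-regulated and 648 down-regulated in roots, and 369 up-regulated and 296 down-regulated in shoots. Here 3087 probes were higher and 2670 lower with Pb in roots, and 3288 were higher and 3336 lower in shoots. The paper's total is 2108 and the total here 12381. Each of these counts differed by more than 1.5 times under every alternative set before the data were examined. They fell within 1.5 times with the unpaired test of the methods at an adjusted p under 0.05, which was chosen after seeing the values, with 982, 851, 469 and 410 probes and a total of 2712. The paper's methods name a Student's t-test between treatments and this threshold, but do not state whether the test was paired. The threshold of 0.1 used here is that of its results text.

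The paper's share of regulated genes in shoots is 31.5%, and the share here was 53.5%. Of the alternatives set before the data were examined, the unpaired test of the methods (39.4%), limma on the separate channels (41.1%), leaving out shoots replicate 2 (45.7%) and leaving out shoots replicate 3 (44.3%) came within 1.5 times of the paper's share, and the others did not. The unpaired test at an adjusted p under 0.05, chosen after seeing the values, gave 32.4%.

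Of the 62 fold changes of Tables 4 and 5, 6 differed, by more than 1.5 times and by more than the SD between the arrays. AT4G17030 in roots, with the paper's value of 25.232 and 42.6 ± 19.0 (SD) here, was more than 1.5 times apart but within the SD and was not counted. For AT2G30570 in shoots the paper's value is 0.427 and the value here 0.996, and for AT2G05070 in shoots the paper's value is 0.249 and the value here 0.715. Both differed under every alternative. These values are those of the brightest probe, and other called probes of the same genes in shoots, with log2 ratios as low as -1.26 for AT2G30570 and -2.22 for AT2G05070, lay nearer to the paper's values. For AT1G14150 in shoots the paper's value is 0.356 and the value here 0.552, which no longer differed with the median over the probes of the gene (0.432) and without shoots replicate 1 (0.489), and did with the other alternatives. For AT4G17030 in shoots the paper's value is 16.664 and the value here 32.8, and for AT5G04970 in shoots the paper's value is 0.196 and the value here 0.107. With normexp and loess, these were 12.2 and 0.216 and no longer differed, while the other alternatives did. For AT4G01220 in roots the paper's value is 0.25 and the value here 0.164, which no longer differed with normexp and loess (0.349) and without roots replicate 1 (0.176), and did with the others.

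The paper places the larger part of the regulated genes in roots. Here roots held 46.5% of the called probes, and over 50% with the unpaired test of the methods (60.6%), with limma on the separate channels (58.9%), without shoots replicate 2 (54.3%) and without shoots replicate 3 (55.7%), and with the unpaired test at an adjusted p under 0.05 (67.6%), which was chosen after seeing the values. Leaving out a shoot array lowers the power in shoots only, and leaving out a root array gave between 35.9% and 42.2%.

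The paper ranks metal handling as its most enriched category among the genes higher in roots. By the classes used here, which rest on gene descriptions and leave out the comparison with *A. thaliana*, photosynthesis had a class frequency of 6.29 and metal handling 3.07. Figure 3A draws cell wall genes as more frequent among the genes higher in roots than in the reference. Here their class frequency was 1.03. It reached 1.46 with normexp and loess, 1.35 with the filter on both channels and 1.34 without a filter on dim probes, and no alternative brought it past the threshold.

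The paper states that *ACBP1*, *MRP3* and *PDR12* gave no measurable signal. Here *ACBP1* was well above background in the Pb channel of 3 of 3 shoot arrays, *ATMRP3* in that of 3 of 3 root arrays with a log2 ratio of 1.41 (0.37 with normexp and loess), and *PDR12* in that of 2 of 3 arrays of each tissue. The paper also places *HMA3* under its fold change limits. Its fold change here was 0.251 in roots.

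The paper lists AT2G30570 (*PSBW*) as lower in shoots. Its brightest probe had a log2 ratio of -0.01 and was not called, but it was called with normexp and loess (-0.25) and with the median over its probes (-0.52). AT2G23270 is stated to be lower with Pb, and it was not well above background on any array here. Of the 33 pairs in Additional File 6, AT1G77510 in shoots was likewise not well above background.

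Figure 5 draws *NPQ1* (AT1G08550) as higher in roots, and it was not well above background on any array here. The figure draws *NCED3*, *NCED4* and *ABA1* as higher in shoots. Their log2 ratios were 0.11, 0.59 and 0.29, and none was called. *NCED3* was called without shoots replicate 3 (0.65), *NCED4* with all 6 arrays in a single fit and with an intensity trend, and *ABA1* with normexp and loess (0.26). *CYP707A1* is drawn as higher in roots, where its log2 ratio was 0.23 and was not called under any alternative. The paper states that a gene of abscisic acid catabolism, whose identifier lacks the chromosome number, is strongly lower. The gene of Figure 5 without a matched probe has the same last digits, so the gene meant may not have been measured here. AT1G52400 (*BGLU18*) also has these digits and is in Additional File 2, but whether it is the gene meant is not certain. It was higher in both tissues, with log2 ratios of 4.56 and 3.55 on the probe listed there. A brighter probe, which the array places at the same locus but Additional File 2 lists under AT3G21370, had 3.73 and 1.59. In contrast, *CYP707A3* was lower in both tissues, with -2.55 and -1.68.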

Other observations

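Of the tests in this part, those of the level that shoot RNA would need to bring, of the spike-in controls and of the spread of the single channels and of the log2 ratios were chosen only after the result had been seen.

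The photosynthesis class was higher in Pb-treated roots, with a median log2 ratio of 1.31. A candidate explanation is shoot tissue in the root samples of Pb-treated plants. Of the 200 shoot-abundant probes, the 121 outside the photosynthesis class had a median log2 ratio of 0.55 in roots, above 0 on each array, against 1.95 for the 79 within it. Among those tested in roots, the medians were 1.79 outside the class, where 40 of 45 probes were called as higher, and 2.17 within it. Shoot tissue would give such a rise, but the probes outside the class include photosynthesis genes that its words miss, such as *RCA*, *GAPA* and *PRK*, so the rise does not separate shoot tissue from a response of photosynthesis genes. A further test was therefore chosen after this had been seen. A share of shoot RNA of 0.330% would bring the photosynthesis probes to their level in Pb-treated roots. At that share, 26 of 55 probes outside the class (47.3%) lay more than 1 log2 unit under the level it would bring, against 11 of 63 (17.5%) within it. Among probes well above background on all 3 arrays of Pb-treated roots, it was 12 of 41 (29.3%) and 5 of 56 (8.93%). With 1 value per gene among these, it was 8 of 30 genes outside the class and 1 of 30 within it (one-sided Fisher's exact test, p = 0.0128). *HPR* and *LOX2* were among the 8 genes, with differences of -2.30 and -1.84 from the needed level on the log2 scale. This argues only weakly against shoot tissue as the whole cause, since it rests on few genes and on a share fitted to the class itself. The shares of single probes also overlapped. Their 10% and 90% quantiles were 0.0565% and 0.895% within the class, and 0.00180% and 0.729% outside it. Shoot tissue as part of the cause stays open, and a response of the roots to Pb was not separated from it.

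Probes called in the same direction in both tissues were also set against dye bias. The other probes of these genes had the same sign in roots in 89.9% of cases, where a bias of single probe sequences toward a dye would give about 50%. A bias tied to the labelled transcript is argued against for the genes with qRT-PCR values, which were measured without the array dyes. All 32 comparable pairs of a gene and a tissue had the qRT-PCR direction, including *ATFER1* and *ATGCN2*, which rose in both tissues. For the other genes such a bias stays open, because the dyes were not exchanged.

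A lower supply of iron to Pb-treated roots would raise the genes that roots express under iron deficiency. Of 19 such genes, 7 were tested in roots, and their median log2 ratio of -1.59 lay at percentile 0.105 of 10000 random lists, with 5 of the 7 called as lower. *IRT1* (-2.95), *FRO2* (-2.10) and *ATIREG2* (-3.12) were among them. In shoots 4 were tested, with a median of 1.31 at percentile 99.5, and 3 were called as higher. The direction in roots is opposite to this hypothesis.

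Pb was given as its nitrate, which could raise nitrate-induced genes. Of 17 such genes, 13 were tested in roots. Their median log2 ratio was -1.94, at percentile 0 of the random lists, and all 13 were called as lower, such as *NRT1.1* (-3.42), *NIA1* (-1.94) and *NIR1* (-2.12). In shoots the median was -0.34 at percentile 2.01. Added nitrate as the cause of the changes in these genes is argued against. No other explanation of their lower signal was tested.

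Spike-in controls of known ratio were higher in the Pb channel than their known ratio on each of the 6 arrays, with offsets of at least 0.63 on the log2 scale. A lower share of messenger RNA in the Pb-treated samples is consistent with the lowest offset of 0.632, but a difference between the dyes would look the same, and both cannot be told apart because every Pb sample carried Cy5.

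By the unpaired test of the methods, more probes were called in roots than in shoots, which is opposite to the paired test. The untreated channel varied more between the shoot arrays, with a median SD of 0.335 against 0.250 between the root arrays, a ratio of 1.34. The SD of the log2 ratio was 0.221 in shoots and 0.225 in roots. A wider spread of single channels between shoot arrays, which the ratio within an array removes, may therefore explain the order of the counts under the unpaired test. The paired test called more probes in shoots, so it has no excess of root calls that a wider spread between shoot arrays could explain. The median SD of the log2 ratio between the shoot arrays was 0.984 times that between the root arrays. With 1 spread shared by both tissues, the share of calls in roots was 48.2%.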
